# Loss of microRNA-128 promotes cardiomyocyte proliferation and heart regeneration

**DOI:** 10.1038/s41467-018-03019-z

**Published:** 2018-02-16

**Authors:** Wei Huang, Yuliang Feng, Jialiang Liang, Hao Yu, Cheng Wang, Boyu Wang, Mingyang Wang, Lin Jiang, Wei Meng, Wenfeng Cai, Mario Medvedovic, Jenny Chen, Christian Paul, W. Sean Davidson, Sakthivel Sadayappan, Peter J. Stambrook, Xi-Yong Yu, Yigang Wang

## Abstract

The goal of replenishing the cardiomyocyte (CM) population using regenerative therapies following myocardial infarction (MI) is hampered by the limited regeneration capacity of adult CMs, partially due to their withdrawal from the cell cycle. Here, we show that microRNA-128 (*miR-128*) is upregulated in CMs during the postnatal switch from proliferation to terminal differentiation. In neonatal mice, cardiac-specific overexpression of *miR-128* impairs CM proliferation and cardiac function, while *miR-128* deletion extends proliferation of postnatal CMs by enhancing expression of the chromatin modifier SUZ12, which suppresses *p27* (cyclin-dependent kinase inhibitor) expression and activates the positive cell cycle regulators Cyclin E and CDK2. Furthermore, deletion of *miR-128* promotes cell cycle re-entry of adult CMs, thereby reducing the levels of fibrosis, and attenuating cardiac dysfunction in response to MI. These results suggest that *miR-128* serves as a critical regulator of endogenous CM proliferation, and might be a novel therapeutic target for heart repair.

## Abstract (web summary)

During early postnatal development in mammals, cardiomyocytes exit the cell cycle, losing their regenerative capacity. Here the authors show that, following myocardial infarction, loss of microRNA-128 promotes cardiomyocyte proliferation and cardiac regeneration in adult mice partly via enhancing the expression of the chromatin modifier SUZ12.

## Introduction

The adult human heart fails to replenish the massive loss of cardiomyocytes (CMs) caused by ischemia, which is the leading cause of death worldwide^1^. Intensive research has recently focused on the development of regenerative therapies for ischemic heart disease. Current regenerative approaches are designed to repopulate lost CMs through transplantation of exogenous stem cells from various sources with committed cardiogenic potential^2–4^. The inability to differentiate efficiently, poor cell survival, immaturity of differentiated CM, and arrhythmia have all hampered the application of stem cell-based therapy in clinical settings^5^. Alternatively, cell-free approaches (such as stimulation of endogenous CM proliferation) have emerged as an attractive option for promoting myocardial regeneration.

There has been a longstanding dogma that adult mammalian CMs are incapable of cell division. Recent studies, however, have shown that 1-day-old neonatal mouse can regenerate its heart through dedifferentiation and proliferation of pre-existing CMs^6,7^, a phenomenon that is observed in lower vertebrates such as adult zebrafish and amphibians^8^. Unlike the adult zebrafish, the capacity of the neonatal mouse heart to regenerate is diminished as early as 1 week after birth and remains limited throughout adulthood. Various hypotheses have been proposed to explain the varying capacities of different species to undergo cardiac regeneration. Recent compelling evidence showing that CMs have the potential to divide implies there is a latent regenerative potential when endogenous CMs are triggered to proliferate. The most exciting one is the finding of limited self-renewal of human adult CMs using measurements of carbon-14 (^14^C) content by accelerator mass spectrometry^9–11^. The reactivation of CM proliferation, therefore, becomes even more appealing for the potential of heart regeneration. Whether, how and to what extent the endogenous proliferative ability of CMs is sufficient to restore adult heart function, however, remains largely unknown.

MicroRNAs (miRNAs) constitute a class of small noncoding RNAs that bind to the 3′ (untranslated region) UTR of target mRNAs, resulting in the reduction of protein expression predominantly by destabilizing the target mRNAs and/or by inhibiting translation^12,13^. The miRNAs play pivotal roles in many biological processes including apoptosis of CMs during MI^14^. However, the miRNAs that regulate CM proliferation during homeostasis and injury are not fully defined.

In this study, we first show that the expression of cardiac *miR-128* is lower in neonates than in adults, and is reduced during neonatal heart regeneration. Furthermore, cardiac-specific overexpression of *miR-128* in early postnatal mice suppresses CM proliferation and causes impaired cardiac function. Conversely, knockout of *miR-128* reactivates CM proliferation and cardiac regeneration in the adult mice, in part through modulation of cell cycle-related genes by targeting *Suz12* in the heart. Collectively, our results suggest that *miR-128* functions as a critical regulator of endogenous cardiac proliferation and regeneration.

## Results

### *MiR-128* increases during postnatal heart growth

RNA sequencing (RNA-seq) in mouse cardiac ventricles was performed on postnatal days 1, 7, and 28 (P1, P7, and P28) to identify potential miRNAs involved in the regulation of postnatal heart growth. *MiR-128* was robustly upregulated in P7 hearts as compared to P1, which was further confirmed by quantitative PCR (qPCR) array (Supplementary Fig. 1A). As previously reported^15^, *miR-128* was predominantly expressed in brain tissue but was also expressed in the heart (Supplementary Fig. 1B). Its expression in adult myocardium was further confirmed by in situ hybridization (ISH) (Supplementary Fig. 1C). To investigate the role of *miR-128* in cell cycle withdrawal during heart growth, mouse hearts were harvested and sectioned at P1, P7, and P28 (Fig. 1a). As neonates (P1) progress to adulthood (P28), CMs underwent a maturation process characterized by suppression of cell proliferation as evidenced by decreased numbers of Ki67^+^ CMs (Fig. 1a, b). In addition, cardiac mass increased from P1 to P28 primarily due to an increase in CM size rather than in number (Fig. 1c, d). Interestingly, we found that *miR-128* expression was significantly increased during heart development (Fig. 1e). Furthermore, the level of *miR-128* was found to be significantly elevated in P7 and P28 hearts compared with P1 hearts. In order to examine whether the postnatal upregulation of *miR-128* occurs specifically in the CMs, we isolated CMs from P1 and P28 hearts, respectively, and found significantly higher expression of *miR-128* in P28 CMs when compared with P1 CMs (Fig. 1f). Moreover, the expression of *miR-128* in CMs was significantly higher than in non-CMs (e.g., cardiac fibroblasts, CFs) (Fig. 1g). These data indicate a potential role for *miR-128* in regulating CM proliferation.

**Fig. 1:**
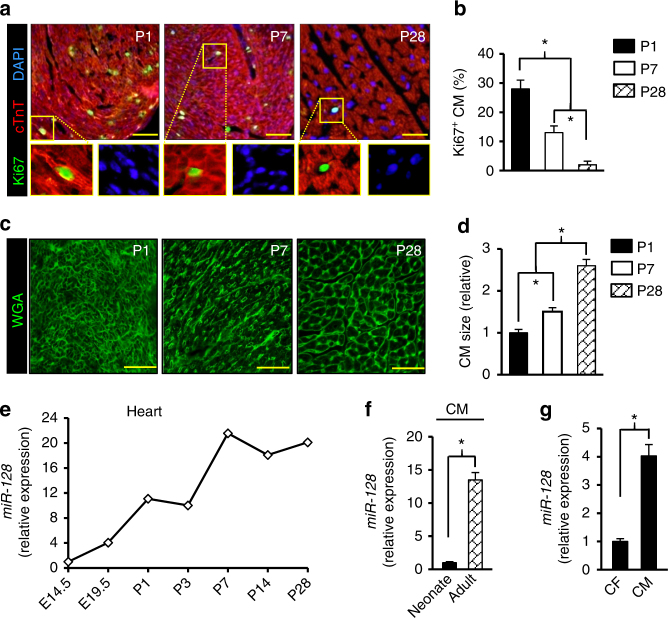
*MiR-128* increases as the heart progresses from neonate to adult. **a** Evaluation of wild-type mouse cardiomyocyte (CM) proliferative activity using Ki67 immunostaining at postnatal day 1 (P1), P7, and P28. Scale bars, 25 µm. **b** Percentage of CM Ki67^+^/cTnT^+^ in P1, P7, and P28 hearts (*n* = 5 mice for each time point, ~600 CMs/heart). **c** Wheat germ agglutinin (WGA) staining of P1, P7, and P28 hearts. Scale bars, 25 µm. **d** Quantification of CM size in P1, P7, and P28 hearts stained with WGA (*n* = 5 mice for each time point, ~250 CMs/heart). **e** Evaluation of *miR-128* expression level during heart development using qPCR analysis, including embryonic day 14.5 (E14.5), E19.5, P1, P3, P7, P14, and P28 hearts (*n* = 5). **f** qPCR analysis of *miR-128* expression in neonatal (P1) and adult (P28) CMs (*n* = 5). **g** Comparison of *miR-128* expression by qPCR in cardiac fibroblast (CF) and CMs (*n* = 5). Statistical significance was calculated using ANOVA in **b**, **d** and Student’s *t*-test in **f**, **g**. Data are represented as means ± SEM. *P < 0.05

### Overexpression of *miR-128* impairs cardiac homeostasis

To specify the function of *miR-128* in the heart, a mouse model was generated in which *miR-128* expression was under control of the α-myosin heavy chain (*α-MHC*) promoter that was under temporal regulation by doxycycline (Dox). This “Tet-off” transgenic mouse (*α-MHC*-tTA; *miR-128*^TetRE^) was produced by crossing *α-MHC*-tTA mice with *miR-128*^TetRE^ mice (Supplementary Fig. 2A). In *α-MHC*-tTA; *miR-128*^TetRE^ mice, the TetRE portion of tTA can bind to the TetO sequences after Dox withdrawal, and subsequently induce the CM-specific overexpression of *miR-128* (designated as *miR-128*^OE^ mice) in defined temporal windows (Fig. 2a and Supplementary Fig. 2B). In general, induced transgene expression begins during the second week of Dox withdrawal due to the slow clearance of Dox from tissues^16–18^. Withdrawal of Dox from *miR-128*^OE^ fetuses starting at embryonic day 6 (E6) resulted in significant induction of *miR-128* in *miR-128*^OE^ hearts at the P1 neonatal stage as determined by qPCR (Fig. 2b). At P1, the explanted hearts from *miR-128*^OE^ mice were markedly enlarged (Fig. 2c) compared with hearts from *miR-128*^TetRE^ mice (Control mice, designated as Ctrl). The higher heart-to-body weight ratios (HW/BW) of *miR-128*^OE^ mice relative to Ctrl showed a progressive increase in heart mass (Fig. 2d). Morphologically, CM size was measured by staining with wheat germ agglutinin (WGA), which showed that *miR-128*^OE^ CMs were significantly larger than Ctrl CMs (Fig. 2e, f), implying the development of cardiac hypertrophy. Cardiac function analysis from *miR-128*^OE^ mice at P1 by echocardiography (Fig. 2g) showed a reduction of left ventricular (LV) ejection fraction (EF) and fractional shortening (FS), parameters of cardiac contractile function, when compared with Ctrl mice. In contrast, Dox treatment did not induce cardiac dysfunction in Ctrl mice (Supplementary Fig. 2C).

**Fig. 2:**
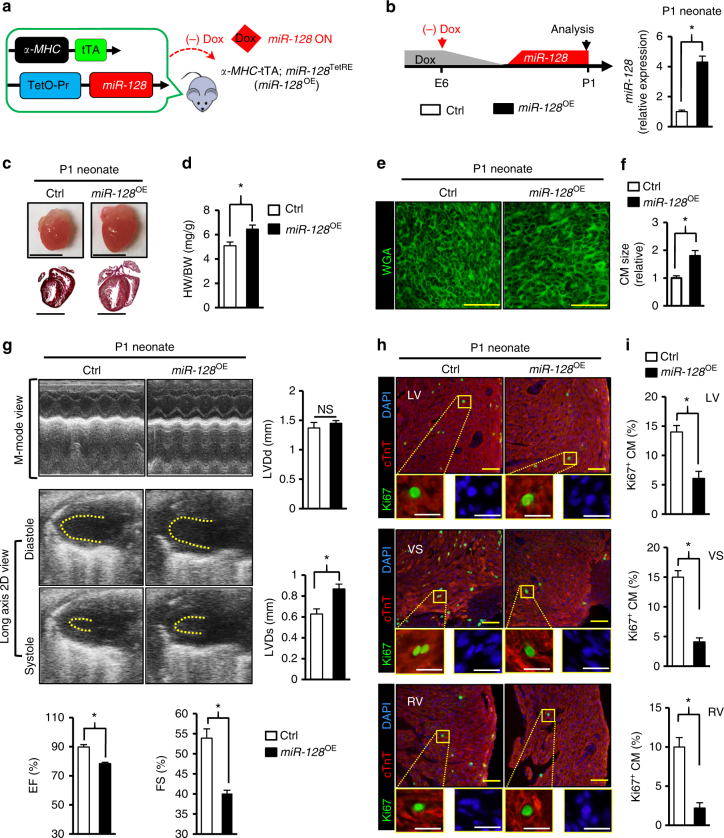
Overexpression of *miR-128* in cardiomyocytes impairs cardiac homeostasis. **a** Schematic showing the generation of mice that overexpress CM-specific *miR-128* after doxycycline (Dox) withdrawal. Control mice were *miR-128*^TetRE^ mice, and *miR-128*^OE^ mice were *α-MHC*-tTA; *miR-128*^TetRE^ mice. **b** Schematic of experimental design for CM-specific overexpression of *miR-128* at P1 (left panel). Right panel shows the qPCR analysis of *miR-128* expression in Ctrl and *miR-128*^OE^ mice (*n* = 5). **c** Gross morphology (upper panel) and Masson trichrome staining (lower panel) of hearts at P1. Scale bars, 0.25 cm (upper panel); 1 mm (lower panel). **d** Heart weight (HW) to body weight (BW) ratio of P1 mice (*n* = 8). **e** Wheat germ agglutinin (WGA) staining of P1 neonatal hearts. Scale bars, 25 µm. **f** Quantification of CM size as determined by WGA staining (*n* = 8 mice, ~200 CMs/heart). **g** Heart function analyzed by echocardiography in P1 mice as measured by left ventricular end-diastolic diameter (LVDd), LV end-systolic diameter (LVDs), ejection fraction (EF), and fraction shortening (FS) (*n* = 6). **h** Evaluation of CM proliferative activity by Ki67 immunostaining in Ctrl and *miR-128*^OE^ hearts. Scale bars, 25 µm (yellow); 10 µm (white). **i** Quantification data of CM proliferative activity by Ki67 staining in Ctrl and *miR-128*^OE^ hearts (*n* = 6 mice, ~800 CMs/heart). Statistical significance was calculated using Student’s *t*-test. Data are represented as means ± SEM. *P < 0.05

To explore the cellular mechanisms underlying the observed hypertrophy, heart sections were immunostained to assess proliferation and apoptosis. The *miR-128*^OE^ hearts displayed diminished proliferation of CMs based on the reduced number of Ki67^+^ CMs compared with Ctrl (Fig. 2h, i). However, there was no significant increase in apoptotic CMs in *miR-128*^OE^ hearts when assessed by TUNEL staining (Supplementary Fig. 2D).

To study the role of *miR-128* in heart development, *miR-128*^OE^ mice were mated in the absence of Dox (Supplementary Fig. 2E). Assessment of *miR-128* level by qPCR confirmed its marked overexpression by E10.5 in the hearts of *miR-128*^OE^ mice (Supplementary Fig. 2F). These *miR-128*^OE^ mutant mice displayed enlarged heart chambers, myocardial fibrosis, CM hypertrophy, and impaired LV systolic heart function at P28 (Supplementary Fig. 2G–I). Moreover, KEGG pathway analysis showed that oxidative phosphorylation, metabolism, hypertrophic cardiomyopathy, and dilated cardiomyopathy pathways were enriched in *miR-128*^OE^ hearts. 

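The values come from RNA-seq of P7 hearts, with 2 Ctrl and 2 *miR-128* OE libraries, and start from the number of reads that the authors counted on each gene. In these libraries the condition coincides with the sex of the mice, as read from *Xist* and the Y-linked genes. Each gene was compared between *miR-128* OE and Ctrl hearts by edgeR's quasi-likelihood test. Gene sets were then scored in the manner of LRpath, the method that the paper names, by a logistic regression of set membership on the signed −log10 p-value of each gene. The regression was two-sided, with Benjamini-Hochberg adjustment over 7 sets. Reactome sets, and a list of cardiomyopathy genes compiled by symbol, took the place of the KEGG pathways, which were not used here. The background was the 4885 tested genes with a set annotation. Of the 84 tested genes of respiratory electron transport and ATP synthesis, the set for oxidative phosphorylation, 76 were higher and 2 were lower in *miR-128* OE hearts at an adjusted p-value under 0.05. Their median log2 fold change was 0.59 (adjusted p = 1.67e-39 from the LRpath-type regression). For the TCA cycle with respiratory electron transport, the first set for metabolism, 103 of 120 genes were higher and 3 were lower, with a median log2 fold change of 0.61 (adjusted p = 3.02e-51). For mitochondrial fatty acid beta-oxidation, 13 of 15 genes were higher and 0 were lower, with a median of 0.67 (adjusted p = 6.46e-09). The cardiomyopathy list held 69 tested genes of the sarcomere, calcium handling, the dystrophin complex and integrins. Of these, 25 were higher and 7 were lower, with a median log2 fold change of 0.16 (adjusted p = 2.32e-05). Striated muscle contraction had 9 higher and 4 lower genes among 27, with a median of 0.22 (adjusted p = 0.00444).

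The regression treats genes as independent, although genes of one pathway vary together. The alternative that moved these sets most was limma's camera test with the correlation between genes estimated from the 4 libraries, which was 0.547 for the oxidative phosphorylation set and −0.011 for the cardiomyopathy list. The adjusted p from camera was then 0.257 for each of these 5 sets. With the correlation fixed at 0.01, camera kept all 5, with adjusted p-values from 8.74e-21 to 0.0155. That fixed value is far under the estimates for oxidative phosphorylation (0.547), the TCA cycle set (0.542) and fatty acid oxidation (0.425). The shared 0.257 comes from the Benjamini-Hochberg adjustment. Unadjusted p-values from camera with the estimated correlation differed, at 0.208 for oxidative phosphorylation and 0.22 for the TCA cycle set. The calls of these 5 sets thus did not hold with a correlation estimated from the 4 libraries. The fry rotation test of limma, which also allows for correlation, kept all 5, with adjusted p-values from 0.0046 to 0.018. It asks whether the genes of a set changed, not whether they changed more than other genes. It therefore does not decide on enrichment. Single genes differed by more than the spread between replicates. *Mdh2* (chromosome 5 of GRCm38, 135778649 to 135790386) had 5483 ± 119 normalized counts (SD, n = 2) in Ctrl and 12743 ± 901 (SD, n = 2) in *miR-128* OE hearts. Its log2 fold change was 1.22 (standard error 0.09, adjusted p = 4.16e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The log2 fold change was 1.02 for *Cox6b1*, 0.89 for *Ndufc2* and 0.92 for *Sdhc*, the members of the oxidative phosphorylation set with the smallest p-values. In fatty acid oxidation, it was 0.97 for *Acads*, 0.83 for *Echs1* and 0.82 for *Hadh*. *Myh7* (chromosome 14, 54970684 to 54994626) had 7922 ± 1786 normalized counts (SD, n = 2) in Ctrl and 23115 ± 40.5 (SD, n = 2) in *miR-128* OE hearts. Its log2 fold change was 1.55 (standard error 0.14, adjusted p = 0.000111 from the edgeR test). The authors' counting could have split reads between *Myh7* and its close neighbor *Myh6*, and between the actin genes *Actc1* (log2 fold change 1.34) and *Acta1* (1.12). *Des* had a log2 fold change of 0.75. For all of these genes both *miR-128* OE libraries were above both Ctrl libraries.

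**Figure D1:**
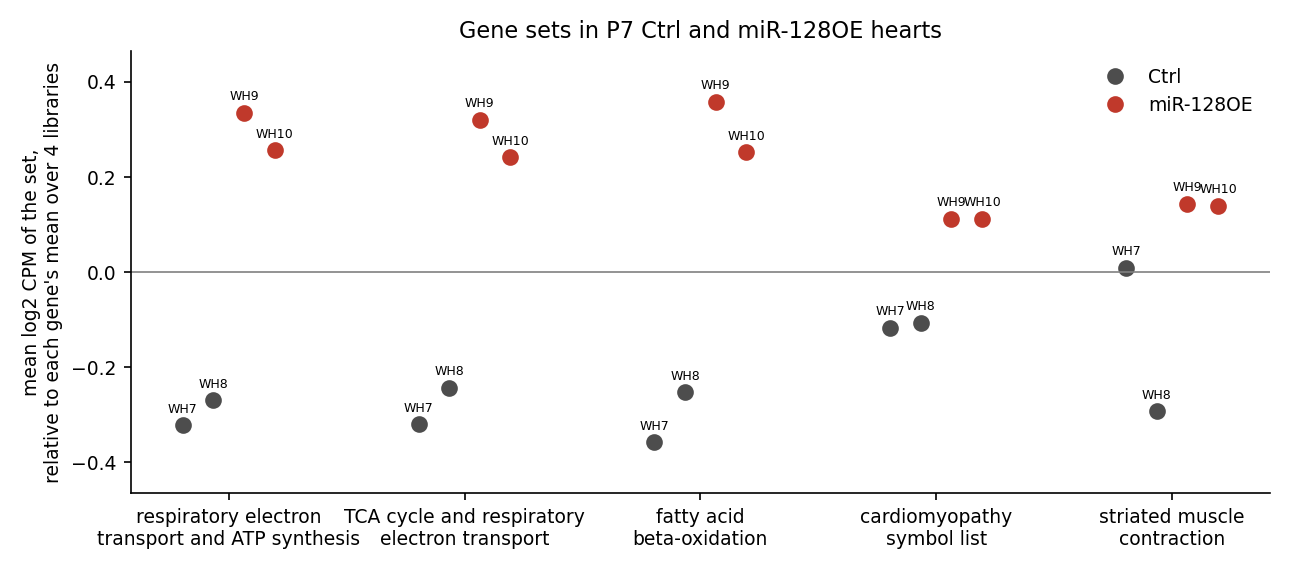
Mean log2 CPM of each gene set in each P7 heart library, relative to each gene's mean over the 4 libraries (vertical axis). Points are single libraries, gray for Ctrl and red for *miR-128* OE. For oxidative phosphorylation the Ctrl libraries were at −0.32 and −0.27 and the *miR-128* OE libraries at 0.34 and 0.26. For striated muscle contraction the Ctrl libraries were at 0.01 and −0.29.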

Concomitantly, cell cycle and DNA replication pathways were suppressed in *miR-128*^OE^ hearts (Supplementary Fig. 3). 

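Reactome Cell Cycle held 449 tested genes, of which 70 were higher and 123 were lower in *miR-128* OE hearts at an adjusted p-value under 0.05. Their median log2 fold change was −0.16, against 0.03 for the other background genes (adjusted p = 2.76e-13 from the LRpath-type regression). Among 859 Reactome sets scored the same way, Cell Cycle ranked 6 by p-value. The call was kept by limma's camera test at a fixed correlation of 0.01 between genes (adjusted p = 0.000991). It was lost by camera with the estimated correlation of 0.0454 (adjusted p = 0.257) and by limma's fry rotation test (adjusted p = 0.057). Of the 97 genes of a cell cycle list compiled by symbol, 2 were higher and 51 were lower, with a median log2 fold change of −0.44 (adjusted p = 7.11e-22 from the LRpath-type regression). The 3 Cell Cycle genes with the smallest p-values were lower in both *miR-128* OE libraries than in either Ctrl library. *Cep250* fell from 1098 ± 108 normalized counts (SD, n = 2) in Ctrl to 532 ± 0.780 (SD, n = 2), with a log2 fold change of −1.04 (standard error 0.09, adjusted p = 0.000115 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Mcm6* fell from 689 ± 28.4 (SD, n = 2) to 345 ± 8.86 (SD, n = 2), with a log2 fold change of −0.999 (standard error 0.10, adjusted p = 0.00015 from the edgeR test). The log2 fold change of *Syne2* was −0.87 (standard error 0.09, adjusted p = 0.00017 from the edgeR test).

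Reactome DNA Replication, with 98 tested genes, did not differ by the LRpath-type regression (adjusted p = 0.964). Its median log2 fold change was 0.01, with 30 genes higher and 22 lower. The fry rotation test gave an adjusted p of 0.0348 for a higher level in *miR-128* OE hearts, whereas the mean log2 CPM of the set was lower in both *miR-128* OE libraries than in either Ctrl library. A list of 35 replication genes compiled by symbol had 0 higher and 16 lower genes and a median log2 fold change of −0.38 (adjusted p = 8.22e-07 from the LRpath-type regression). Of the 3 members of the Reactome set with the smallest p-values, *Mcm6* and *Lig1* were lower and *Psmb7* was higher. *Lig1*, which encodes a DNA ligase, had a log2 fold change of −0.71 (standard error 0.10, adjusted p = 0.00085 from the edgeR test). *Psmb7*, a proteasome subunit that Reactome lists in the set, had a log2 fold change of 0.59 (standard error 0.08, adjusted p = 0.00068 from the edgeR test).

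**Figure D2:**
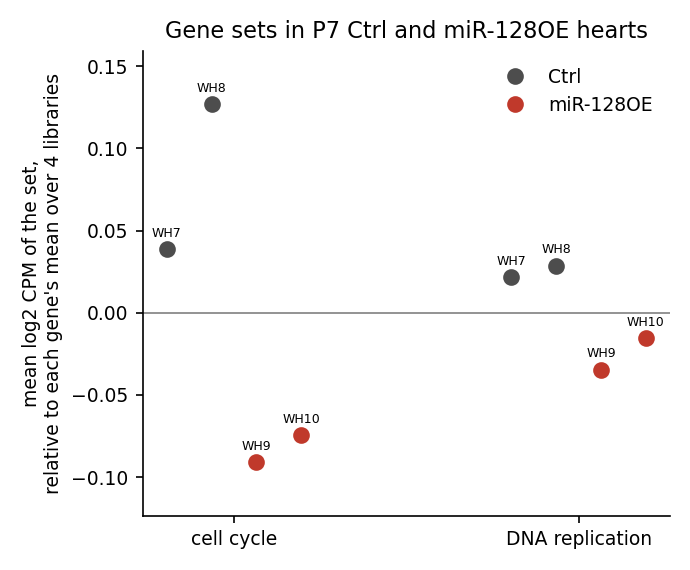
Mean log2 CPM of the Reactome Cell Cycle and DNA Replication sets in each P7 heart library, relative to each gene's mean over the 4 libraries (vertical axis). Points are single libraries, gray for Ctrl and red for *miR-128* OE. For Cell Cycle the Ctrl libraries were at 0.04 and 0.13 and the *miR-128* OE libraries at −0.09 and −0.07, and for DNA Replication the Ctrl libraries were at 0.02 and 0.03 and the *miR-128* OE libraries at −0.03 and −0.02.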

Taken together, these data indicate that CM-specific overexpression of *miR-128* induces early CM cell cycle exit, compensatory pathological growth of CM (hypertrophy), and impaired cardiac homeostasis.

### Deletion of *miR-128* stimulates postnatal CM proliferation

Having established a correlation between *miR-128* overexpression and inhibition of CM proliferation, we asked whether loss of *miR-128* is causal for CM proliferation. In vitro when *miR-128* was knocked down using a specific *miR-128* inhibitor (designated as Anti-*miR-128*) (Supplementary Fig. 4A), the neonatal CMs became dedifferentiated after 7 days. Loss of the CM differentiated state was based on sarcomere disassembly^4^ assessed by immunostaining for cardiac troponin T (cTnT), a marker for sarcomere integrity (Supplementary Fig. 4B–C). Consistent with sarcomere disassembly, expression of sarcomere genes (*Tnnt2* and *Myh6*) was reduced (Supplementary Fig. 4D). While promoting loss of differentiation, silencing of *miR-128*, did not induce apoptosis in these cells (Supplementary Fig. 4E).

The effect of *miR-128* knockdown on CM proliferation was then examined using phosphorylated histone 3 (pH3, a marker of mitosis) and Aurora B kinase (a marker of cytokinesis). In addition to inducing dedifferentiation, silencing of *miR-128* (anti-*miR-128* CMs) increased the number of mitotic CMs compared with control CMs (Ctrl) as determined by immunostaining for pH3 (Supplementary Fig. 4F). Expression of Aurora B kinase was markedly elevated in Anti-*miR-128* CMs (Supplementary Fig. 4G). We also found a significant increase in the number of 5-ethynyl-2´-deoxyuridine (EdU) positive CMs in the Anti-*miR-128* group indicative of elevated DNA replication (Supplementary Fig. 4H). Importantly, an increased level of GATA4 (a marker for dedifferentiated CMs^8^), was observed in Anti-*miR-128* CMs (Supplementary Fig. 4I).

Given the evidence that silencing of *miR-128* induces CM proliferation in vitro, we next preceded to determine the effects that deletion of *miR-128* would have on CM proliferation in vivo. Cardiac-specific conditional *miR-128* knockout mice were generated by crossing *miR-128*^flox/flox^ (*miR-128*^fl/fl^) mice (Supplementary Fig. 5A) with *Nkx2.5*^Cre^ mice, resulting in cardiac-specific deletion of *miR-128* during cardiogenesis (*Nkx2.5*^Cre^; *miR-128*^fl/fl^ mice, designated as *miR-128*^−/−^) (Supplementary Fig. 5B). Hearts from *miR-128*^fl/fl^ (Control mice, Ctrl) and *miR-128*^−/−^ mice were harvested and analyzed at P7, at the time when most CMs have exited the cell cycle and become post-mitotic^6,7^. Downregulation of *miR-128* in hearts from *miR-128*^−/−^ mice was confirmed by qPCR (Fig. 3a, b). By E10.5, *miR-128*^−/−^ hearts exhibited marked downregulation of *miR-128*. Phenotypic characterization of *miR-128*^−/−^ mice at P7 demonstrated that heart size (Fig. 3c) and heart function by echocardiography (Fig. 3d) were unaffected by *miR-128* deletion. Although the heart weight-to-body weight ratio (HB/WB) of *miR-128*^−/−^ and Ctrl mice at P7 was similar (Fig. 3e), the CMs in *miR-128*^−/−^ hearts were smaller (Fig. 3f). This could indicate an increased number of CMs in these hearts due to persistent proliferation resulting from *miR-128* deletion. To test this proposition, CMs were stained with Ki67 to assess the number of cycling cells. The results showed that loss of *miR-128* resulted in a striking increase in CM proliferation (Fig. 3g, h). Sarcomere disassembly, a characteristic of CM dedifferentiation and proliferation, was also prominent in *miR-128*^−/−^ hearts compared with the Ctrl hearts (Fig. 3g, i, and j). In addition to the CMs with disassembled sarcomeres, there was a significantly higher number of Ki67-positive cells in the *miR-128*^−/−^ hearts, and with no obvious CM apoptosis in the *miR-128*^−/−^ hearts (Fig. 3k). By EdU incorporation assay (Fig. 3l–o), we also found a significant increase in the number of EdU^+^ CMs in *miR-128*^−/−^ hearts compared with Ctrl at P14 (Fig. 3l, m) as well as at P21 (Fig. 3n, o). Nevertheless, these mice developed normally to adulthood and did not exhibit any cardiac dysfunctions (Supplementary Fig. 6A, B). These data suggest that tissue-specific deletion of *miR-128* deletion is sufficient to extend the postnatal CM proliferation window.

**Fig. 3:**
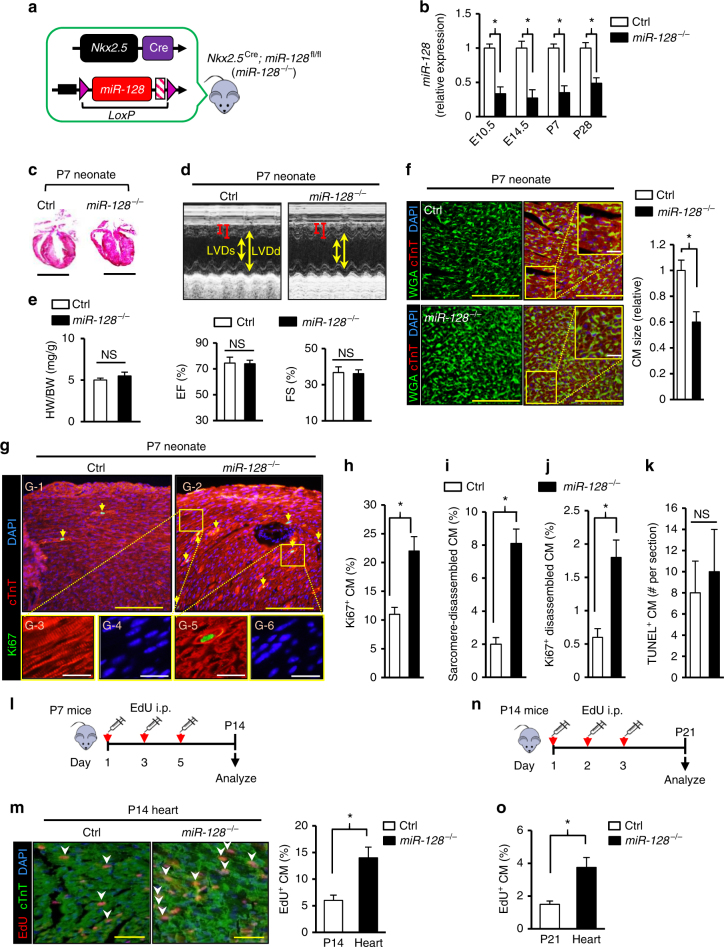
Cardiac *miR-128* deletion promotes postnatal CM proliferation in vivo. **a** Schematic diagram depicting the generation of cardiac-specific *miR-128* knockout (*miR*-128^−/−^) mice. Control mice were *miR-128*^fl/fl^ mice, and *miR-128*^−/−^ mice were *Nkx2.5*^Cre^; *miR-128*^fl/fl^ mice. **b** The expression level of *miR-128* during heart development (*n* = 6) analyzed by qPCR, including embryonic day 10.5 (E10.5), E14.5, postnatal day 7 (P7), and P28. **c** Masson trichrome staining of mouse hearts at P7. Scale bars, 2.0 mm. **d** Comparison of cardiac function between Ctrl and *miR-128*^−/−^ hearts analyzed by echocardiography at P7, and measured by EF and FS (*n* = 6). **e** Measurement of HW to BW ratio in Ctrl and *miR-128*^−/−^ mice (*n* = 6). **f** Evaluation of CM size in P7 Ctrl and *miR-128*^−/−^ hearts assessed by WGA and cardiac troponin T (cTnT) staining (*n* = 5 mice, ~250 CMs/heart). Scale bars, 50 µm (yellow); 10 µm (white). **g** Assessment of CM proliferative activity and sarcomere structure in P7 hearts by immunofluorescence of cTnT and Ki67. Arrows indicate Ki67-positive CMs with sarcomere disassembly. Scale bars, 500 µm (yellow); 25 µm (white). **h**–**j** Quantification of Ki67^+^ CMs, sarcomere disassembled CMs and Ki67^+^ disassembled CMs (*n* = 4860 CMs pooled from six mice). **k** CM apoptosis analyzed by TUNEL staining. **l** Schematic diagram depicting the protocol for EdU intraperitoneal (i.p.) injection at P7 mice to label proliferating CMs in vivo. **m** Analysis of CM proliferation by EdU incorporation assay in Ctrl and *miR-128*^−/−^ hearts at P14 (*n* = 6 mice, ~250 CMs/heart). Scale bars, 50 µm. **n** Schematic diagram depicting the protocol for EdU intraperitoneal (i.p.) injection at P14 to label proliferating CMs in vivo. **o** Comparison of EdU^+^ CMs in Ctrl and *miR-128*^−/−^ hearts at P21 (*n* = 6 mice, ~200 CMs/heart). Statistical significance was calculated using Student’s *t*-test. Data are represented as means ± SEM. *P < 0.05

### *MiR-128* deletion reconfigures cell cycle gene expression

RNA-seq was performed on control (Ctrl) and *miR-128*^OE^ hearts (P7) to identify the putative target genes of *miR-128* responsible for cell cycle regulation. 

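The RNA-seq compared Ctrl hearts with hearts of *miR-128* OE mice, in which *miR-128* is expressed in CMs under the *α-MHC* promoter, with 2 libraries of each. The authors removed low-quality reads, aligned the rest to the mouse genome (mm10, the same assembly as GRCm38) with TopHat2 and counted the reads on known genes. They deposited these counts per gene and library without normalization. The paper's text does not name the gene models, the handling of strand or the handling of reads that fit several genes. The total was 12385863 counts in Ctrl library WH7 and 8096870 in Ctrl library WH8. It was 12440553 counts in *miR-128* OE library WH9 and 14359838 in *miR-128* OE library WH10. A level of 3 counts, taken as the detection floor, was 0.242, 0.371, 0.241 and 0.209 CPM (counts scaled to a common library total) in these libraries, which covers counting error only. The 10 most abundant genes took between 11.2% and 12.8% of the counts of a library. Between replicates, the chi-square of the counts divided by its degrees of freedom was 12.4 for the Ctrl pair and 5.82 for the *miR-128* OE pair, so replicates differed by more than sampling noise. Between a Ctrl and an *miR-128* OE library it was 43.7 to 55.9.

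Genes were kept when they passed edgeR's filterByExpr with its default minimum of 10 counts and a total of 15, which left 14266 of 24454 genes. Libraries were scaled by the trimmed mean of M values (TMM), with factors of 1.04, 1.03, 0.957 and 0.976. The common biological coefficient of variation was 8.78%. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 2347 genes were higher and 2143 were lower in *miR-128* OE hearts at an adjusted p-value under 0.05. With total counts in place of TMM factors, 1611 genes were higher and 2948 lower, so the share of higher genes among those called was 35.3% in place of 52.3%. The median log2 fold change of all genes was −0.11 under that scaling and −0.01 under TMM. The number called moved most when a change of at least 1.5-fold was also required, which left 935 higher and 1187 lower genes.

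The 2 genes that encode *miR-128* were too low to test. *Mir128-1* had 0 counts in every library, and *Mir128-2* had 0 and 0 counts in the Ctrl libraries and 2 and 10 in the *miR-128* OE libraries WH9 and WH10. Sex-linked genes separated the conditions. *Xist*, which is transcribed from the inactive X chromosome, had 14543 and 11339 counts in Ctrl and 94 and 132 in *miR-128* OE libraries. The Y-linked gene *Ddx3y* had 13 and 7 counts in Ctrl and 1442 and 1768 in *miR-128* OE libraries. *Eif2s3y* had 4 and 4 counts against 1352 and 1645, and *Kdm5d* had 4 and 0 against 312 and 331. *Uty* had 0 and 1 counts against 261 and 325, which is at least 58.9-fold higher. Some reads of the Y-linked genes can be shared with their X-linked copies. These 4 genes and *Gm5801* were the 5 genes with the largest higher log2 fold changes at an average log2 CPM of at least 1. *Gm5801* had 0 and 0 counts against 67 and 93, at least 16.0-fold higher, and its reads can be shared with related copies. Among the 5 largest lower changes were *Xist*, *Aldh1l1* (log2 fold change −3.82), *Mndal* (−3.48) and *4930481A15Rik* (−3.40). Reads of *Mndal* can be shared with its neighboring family members.

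**Figure D3:**
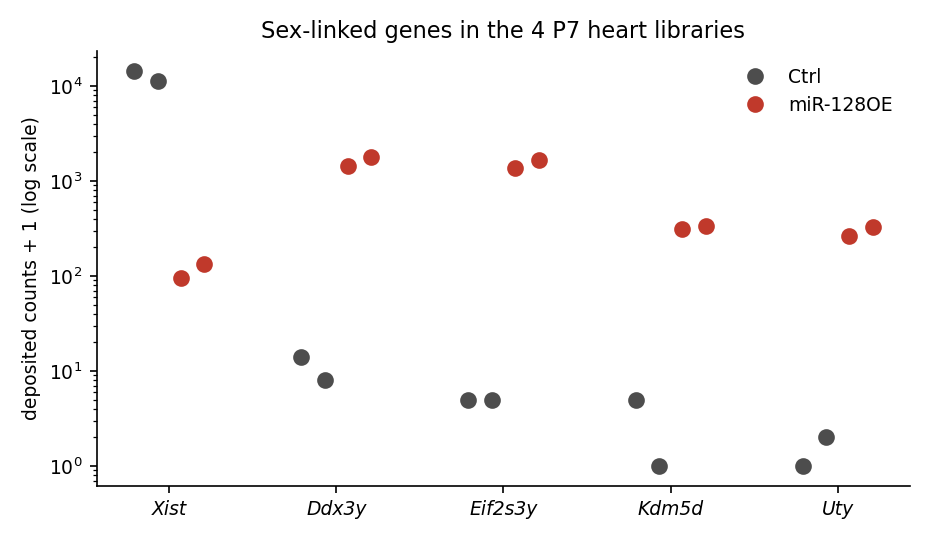
Deposited counts plus 1 (vertical log axis) of *Xist* and 4 Y-linked genes in the 4 P7 heart libraries. Points are single libraries, gray for Ctrl and red for *miR-128* OE. Both Ctrl libraries were above both *miR-128* OE libraries for *Xist* and below them for *Ddx3y*, *Eif2s3y*, *Kdm5d* and *Uty*.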

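Sites for *miR-128* were searched as matches to its seed, 7mer-m8 (CACTGTG) or 7mer-A1 (ACTGTGA), in the longest annotated 3′UTR of each gene in GENCODE release M21 of GRCm38. A table of target predictions was not used here. Of the 14266 genes in the comparison, 13463 had an annotated 3′UTR, and 4176 of these carried a site. Among the 1980 genes with a 3′UTR that were lower in *miR-128* OE hearts, 655 (33.1%) carried a site, against 30.7% of the other genes. The odds ratio was 1.12 (p = 0.0331, two-sided Fisher's exact test across genes, which are not independent replicates). Among the 2283 higher genes, 28.6% carried a site. The setting that moved this result most was an offset for GC content and gene length, chosen after the data were seen, with an odds ratio of 0.944 (p = 0.296, two-sided Fisher's exact test). Genes with a site had longer 3′UTRs, with a median of 2222 nucleotides against 866 for genes without one. Over 5 groups of genes by 3′UTR length, the pooled Mantel-Haenszel odds ratio was 1.07. *Aldh1l1* was among the lower genes with a site.

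The median log2 fold change of genes with a site was lower by only a small amount, with a difference of −0.015 from genes without one. The same difference was computed for 1601 other 7-mers, each paired with its shifted form ending in A, as for the *miR-128* sites. A gene was counted when its 3′UTR held either form. Pairs were used that occur in a similar number of genes, within 20%. The difference for the *miR-128* sites lay at percentile 28.2 of these, inside the range of −0.035 to 0.015 that leaves out the lowest and highest 2.5% of them.

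**Figure D4:**
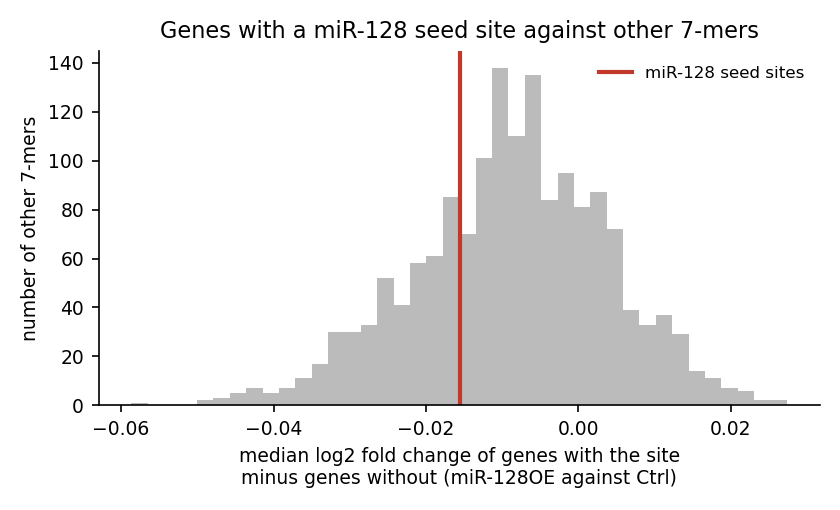
Difference in median log2 fold change (*miR-128* OE against Ctrl) between genes with and without a site in the 3′UTR (horizontal axis). The vertical axis gives the number of 7-mers, and a site is a 7-mer or its shifted form ending in A. Gray bars are the 1601 other 7-mers, and the red line is the *miR-128* seed sites at −0.015, inside the spread of the other 7-mers.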

By comparing the downregulated mRNAs identified in *miR-128*^OE^ hearts relative to Ctrl hearts with all possible predicted candidate *miR-128* target genes^19^, we found 87 genes that contained the predicted binding site at the 3′UTR (Supplementary Fig. 7A). Gene Ontology (GO) PANTHER Analysis was then performed to identify the affected cellular biological processes. The leading biological category was ‘‘cellular process’’ category, with nearly 28.7% of all associated genes (GO: 0009987, Supplementary Fig. 7B). 

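Of the 655 genes that were lower in *miR-128* OE hearts and carried a *miR-128* seed site, 31 (4.73%) belonged to Reactome Cell Cycle, against 3.26% of the other genes with a 3′UTR in the comparison. The odds ratio was 1.48 (p = 0.0442, two-sided Fisher's exact test across genes). Among the 1325 lower genes without a site, 92 (6.94%) belonged to Cell Cycle. Set against these, the odds ratio for the lower genes with a site was 0.666 (p = 0.060, two-sided Fisher's exact test). *Mcm6* and *Syne2* had the smallest p-values among the 31. They were followed by *Cdk5rap2* (log2 fold change −0.92), *Rfc2* (−0.62) and *Pot1b* (−0.95), which were chosen after their values were seen. The PANTHER categories of the paper were not used here.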

A further subgroup analysis of the ‘‘cellular process’’ indicated the potential for *miR-128* to affect multiple pathways that are related to regulation of the cell cycle, cell communication, and cellular component movement (Supplementary Fig. 7B). Moreover, the analysis of genes downregulated in *miR-128*^OE^ showed statistically significant enrichment of genes downregulated after small interfering RNA (siRNA) inhibition of components of polycomb repressive complex 2 (PRC2), *Suz12* in particular (Supplementary Fig. 7C). PRC2 is a chromatin modifier complex that is crucial for organogenesis^20^. Perturbation of the epigenetic landscape by ablation of PRC2 subunits during early cardiac development inhibits CM proliferation, and eventually leads to fatal cardiac malformations^21^. Computational analysis showed that *Suz12* was a predicted target gene of *miR-128* (Fig. 4a). In contrast to neonatal hearts, the protein levels of SUZ12 were lower in the adult heart (where the CM proliferation ability is quite limited) (Fig. 4b, c), paralleling the upregulation of *miR-128*. These data suggest that *miR-128* may regulate CM proliferation via its intercation with *Suz12* .

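*Suz12* (Entrez Gene 52615) lies on chromosome 11 of GRCm38 from 79993106 to 80034123. Its 3′UTR, in exon 16, has 1933 nucleotides and spans 80032191 to 80034123. It carries 3 matches to the *miR-128* seed. The first is a 7mer-m8 site at 80032991 to 80032997, in the sequence AGATTCAGAAGATGCCACTGTGGGGAG. Another 7mer-m8 site lies at 80033214 to 80033220, in TATTCCAGCTCCAAGCACTGTGGTTGA. A 7mer-A1 site lies at 80033460 to 80033466, in TTTATGATGTGTTTAACTGTGAGGCTA. In the P7 hearts, *Suz12* had 862 ± 65.8 normalized counts (SD, n = 2) in Ctrl and 738 ± 15.4 (SD, n = 2) in *miR-128* OE libraries. Its log2 fold change was −0.22 (standard error 0.09, adjusted p = 0.0857 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), so the difference did not pass the threshold of 0.05. The adjusted p from the edgeR test was 0.0916 with DESeq2's size factors, and it was 0.255 from DESeq2's own test. It was 0.0431 with upper-quartile factors (log2 fold change −0.27) and 0.0214 with total counts (−0.32), scalings that also moved the median log2 fold change of all genes, to −0.06 and −0.11. With each library left out in turn, the log2 fold change stayed between −0.30 and −0.15. Of the other PRC2 components, *Ezh2* (chromosome 6, 47530274 to 47595270) had 900 ± 32.5 normalized counts (SD, n = 2) in Ctrl and 602 ± 35.5 (SD, n = 2) in *miR-128* OE libraries. Its log2 fold change was −0.58 (standard error 0.09, adjusted p = 0.00146 from the edgeR test), and its 3′UTR of 402 nucleotides carries 0 seed matches. *Eed* had a log2 fold change of −0.09 (standard error 0.12, adjusted p = 0.596 from the edgeR test), and its libraries overlapped between the conditions.

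**Figure D5:**
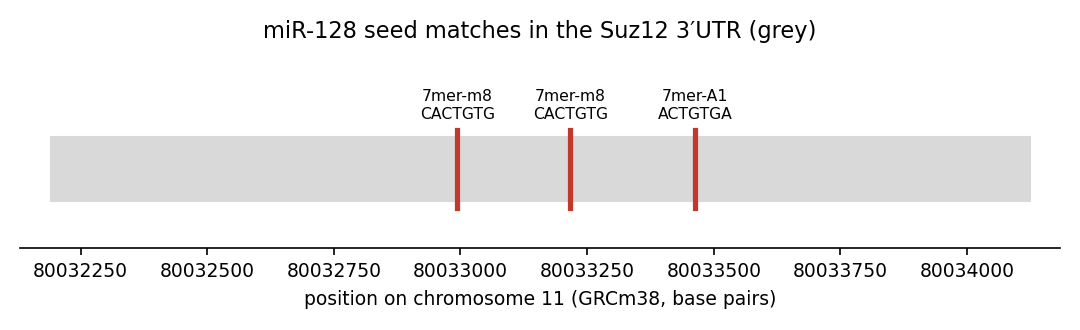
The 3′UTR of *Suz12* (gray) on chromosome 11 of GRCm38, with position in base pairs on the horizontal axis. Red lines mark the 3 seed matches of *miR-128*, 2 of type 7mer-m8 and 1 of type 7mer-A1.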

**Fig. 4:**
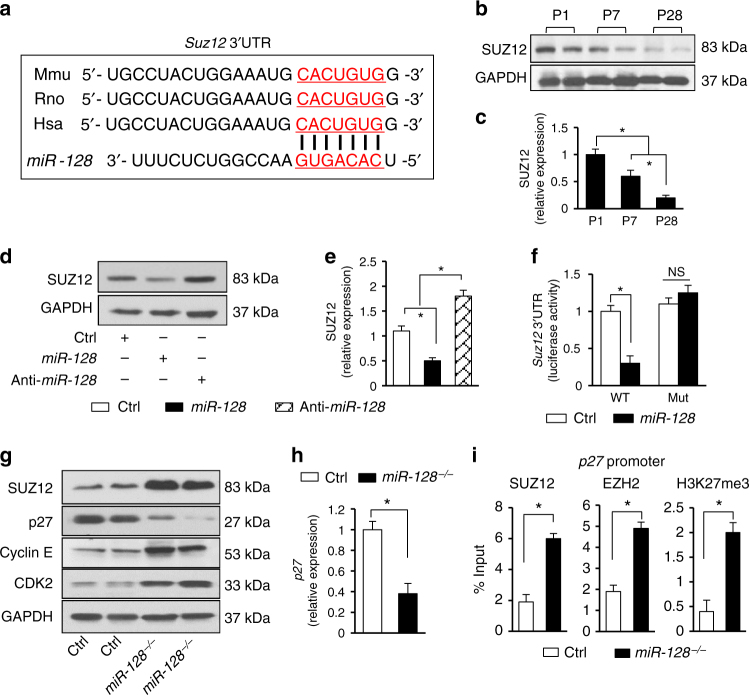
*MiR-128* deletion is associated with activation of cell cycle-related genes. **a** The predicted conserved target site of *miR-128* in the 3′UTR of *Suz12* from different species. **b**, **c** Western blot analysis of SUZ12 expression in mouse hearts at P1, P7, and P28 (*n* = 5). **d**, **e** Western blot analysis of SUZ12 expression in neonatal CMs treated with either vehicle (Ctrl), *miR-128* mimic (*miR-128*) or *miR-128* inhibitor (Anti-*miR-128*) (*n* = 3). **f** Luciferase reporter assay for wild-type (WT) and mutant *Suz12* 3′UTR (Mut) in cells treated with either vehicle (Ctrl) or *miR-128* mimic (*miR-128*) (*n* = 3). **g** Western blot assay for cell cycle-related protein expression in control (*miR-128*^fl/fl^), and *miR-128*^−/−^ (*Nkx2.5*^Cre^; *miR-128*^fl/fl^) hearts at P7 (*n* = 5). **h** Quantification data of *p27* mRNA levels in Ctrl and *miR-128*^−/−^ hearts by qPCR (*n* = 5). **i** Comparison of SUZ12, EZH2, and H3K27me3 enrichment on the *p27* promoter by ChIP-qPCR (*n* = 5). Statistical significance was calculated using ANOVA in **c**, **e** and Student’s *t*-test in **f**, **h**, and **i**. Data are represented as means ± SEM. *P < 0.05. NS designates not significant

To investigate whether *miR-128* regulates *Suz12* expression, mouse neonatal CMs were transfected with a negative control (Ctrl), a mimic of *miR-128* (*miR-128*), or an inhibitor of *miR-128* (Anti-*miR-128*) and assessed for the level of SUZ12 by western blot analysis. Overexpression of *miR-128* significantly reduced the protein level of SUZ12, whereas inhibition of *miR-128* led to its increased expression (Fig. 4d, e). To further test whether *miR-128* regulates *Suz12* expression, we constructed a vector containing luciferase reporter with a DNA sequence encoding the complete 3′UTR from mouse *Suz12* (designated as WT), and a mutated vector (designated as Mut) containing mismatches in the predicted *miR-128*-binding site in the 3′UTR (Fig. 4f). Co-transfection of HEK293T cells with the *Suz12* 3′UTR plasmid (WT) and *miR-128* mimic resulted in a significant decrease in luciferase activity compared with cells co-transfected with the negative control or the mutated 3′UTR target sequence (Mut), indicating that *Suz12* is a direct target of *miR-128*, consistent with a previous report^22^.

To better define how the interaction between *miR-128* and *Suz12* might mediate cell proliferation in vivo, we first analyzed the expression of cell cycle-related genes in *miR-128*^−/−^ hearts at P7 and found that expression of SUZ12, cyclin E and cyclin-dependent Kinase 2 (CDK2) was elevated in *miR-128*^−/−^ P7 hearts compared with hearts from control mice (Ctrl) while the CDK inhibitor (CDKi) p27 was downregulated (Fig. 4g, h). As SUZ12 can modulates the functionality of enhancer of zeste homolog 2 (EZH2), which catalyzes the formation of H3K27me3 (a transcriptional repressive mark)^23^, we performed chromatin immunoprecipitation (ChIP)-qPCR assay and found that SUZ12, EZH2, and H3K27me3 were significantly enriched on the *p27* promoter in *miR-128*^−/−^ hearts as compared to Ctrl (Fig. 4i). These data indicate that the downregulation of *p27* induced by *miR-128* deletion is attributed, at least in part, to PRC2 mediated gene silencing.

To investigate whether regulation of *Suz12* signaling after *miR-128* deletion is responsible for the enhanced proliferation in CMs, loss of function study was performed using siRNA against *Suz12*. In vitro, direct inhibition of *Suz12* by siRNA (si-*Suz12*) in cultured *miR-128*^−/−^ neonatal CMs reversed the pro-proliferative effect conferred by *miR-128* deletion (*miR-128*^−/−^), as evidenced by a significant decrease in the number of Ki67^+^ CMs in the si-*Suz12* group in contrast to control group (si-Ctrl) (Fig. 5a–c). To further validate that the *Suz12*-pathway is a major functional mediator of *miR-128* effects, we injected *miR-128*^−/−^ mice (intraperitoneal (i.p.) injection) with si-*Suz12* or si-Ctrl at P1, P3, P5, and harvested the hearts at P7 (Fig. 5d). Knockdown of *Suz12* in vivo significantly induced CM hypertrophy (Fig. 5e) and impaired CM proliferation by decreasing the number of EdU^+^ CMs (Fig. 5f). Moreover, there was a significant increase in the level of p27 and decrease of Cyclin E and CDK2 expression in the si-*Suz12* group when compared with si-Ctrl treated hearts (Fig. 5g, h). These data indicate that *miR-128* deletion stimulates proliferation of CMs, in part through epigenetic modulation of cell cycle-related genes via targeting of *Suz12* (Fig. 5i).

**Fig. 5:**
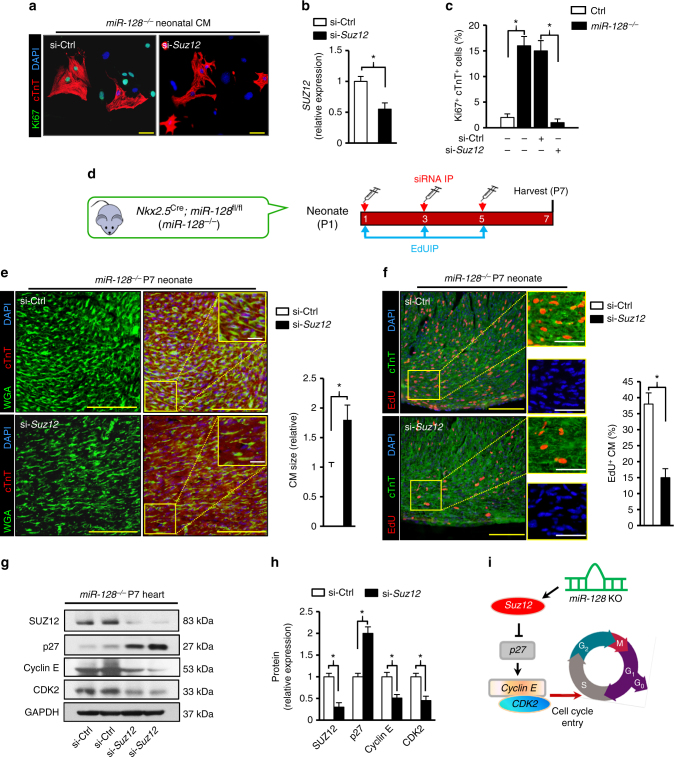
*MiR-128* regulates CM proliferation through targeting *Suz12*. **a** In vitro, evaluation of CM proliferation by immunofluorescence staining of Ki67 in *miR-128*^−/−^ (*Nkx2.5*^Cre^; *miR-128*^fl/fl^) neonatal CMs transfected with either scrambled control siRNA (si-Ctrl) or *Suz12* siRNA (si-*Suz12*). Cells are counter-stained with DAPI to visualize nuclei and with antibody to cTnT to identify CMs. Scale bars, 40 µm. **b** Expression of *Suz12* in *miR-128*^−/−^ neonatal CMs transfected with either a scrambled control siRNA (si-Ctrl) or *Suz12* siRNA (si-*Suz12*) (*n* = 5). **c** Quantification of CM proliferation by Ki67 immunostaining (*n* = 12 samples, ~150 CMs/sample). **d** Schematic diagram depicting the protocol for siRNA and EdU intraperitoneal (i.p.) injection for P1 mice. **e** CM size analysis by WGA and cTnT staining in si-Ctrl and si-*Suz12* treated *miR-128*^−/−^ hearts at P7 (*n* = 5 mice, ~300 CMs/heart). Scale bars, 50 µm (yellow); 10 µm (white). **f** Comparison of EdU^+^ CMs in si-Ctrl and si-*Suz12*-treated *miR-128*^−/−^ hearts at P7 (*n* = 5 mice, ~400 CMs/heart).). Scale bars, 50 µm (yellow), 20 µm (white). **g**, **h** Western blot analysis of cell cycle-related genes in si-Ctrl and si-*Suz12* treated *miR-128*^−/−^ hearts at P7 (*n* = 3). **i** Proposed model by which *miR-128* deletion promotes CM proliferation through coordinating the expression of cell cycle-related genes. Statistical significance was calculated using Student’s *t*-test in **b**, **c**, **e**, ** f**, and **h**. Data are represented as means ± SEM. *P < 0.05

### Overexpression of *miR-128* inhibits cardiac regeneration

An apex resection (AR) model in neonatal mice at P1 (Supplementary Fig. 8A) was developed to enable assessment of temporal gene expression during cardiac regeneration. Histological analysis verified that by day 7 post AR, the initial large blood clot in the apex had been replaced by newly formed CMs and limited fibrotic tissue (Supplementary Fig. 8B). Also at day 7 post AR, genes associated with cell proliferation were significantly activated, whereas *miR-128* expression was significantly diminished (Supplementary Fig. 8C, D). These data imply that expression level of *miR-128* is associated with neonatal heart regeneration.

A *miR-128*^OE^ mouse model in which *miR-128* was overexpressed in a CM-specific and temporally controlled (by Dox withdrawal) manner (Fig. 6a) was used to test whether *miR-128* regulates cardiac regenerative capacity in neonatal mice. The *miR-128*^OE^ mice and control *miR-128*^TetRE^ mice (Ctrl) were subjected to AR at P1, and hearts from both groups were examined histologically. At 21 days post AR, the *miR-128*^OE^ hearts showed left ventricle dilation and defective regeneration compared with Ctrl groups (Fig. 6b). The *miR-128*^OE^ hearts showed fewer proliferating CMs, as quantified by the decreased number of EdU^+^ CMs in the injured apex and border area (Fig. 6c, d), and a greater extent of CM hypertrophy (Fig. 6e). In addition, systolic function was significantly impaired in the *miR-128*^OE^ group relative to Ctrl group (Fig. 6f, g). These findings suggest that inhibition of CM proliferation by *miR-128* overexpression can impair cardiac regeneration in a neonatal mouse model.

**Fig. 6:**
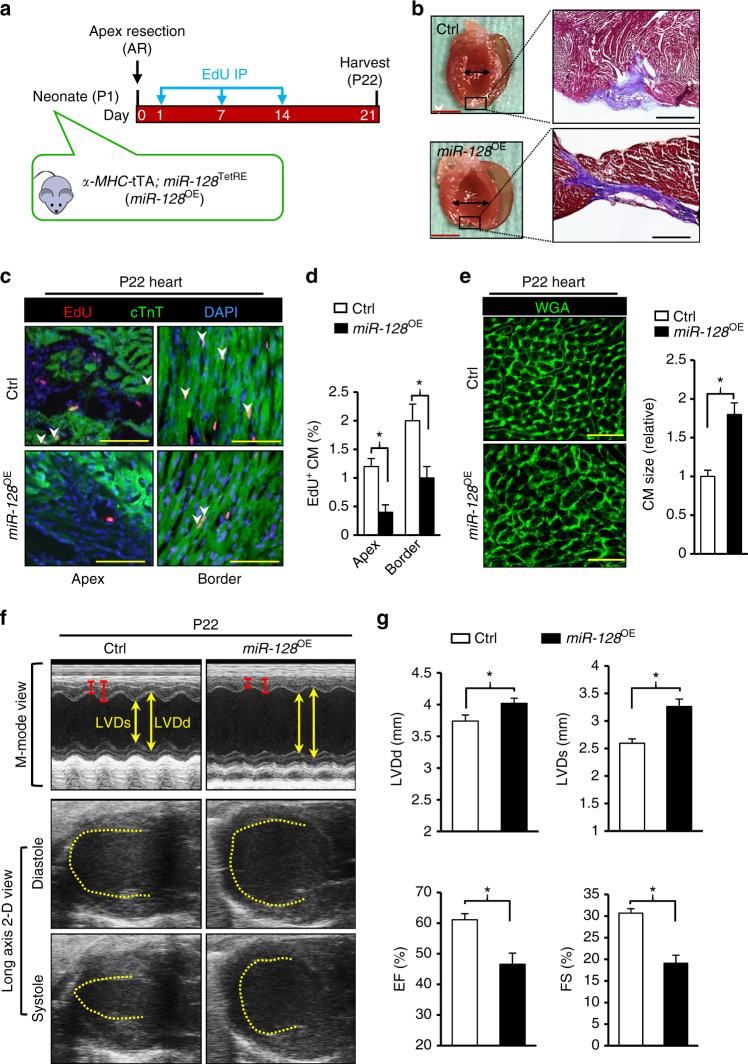
Overexpression of *miR-128* inhibits neonatal cardiac regeneration. **a** Schematic diagram depicting the timing of apex resection (AR) and EdU labeling for P1 mice. Control (Ctrl) mice were *miR-128*^TetRE^ mice, and *miR-128* overexpressing mice (*miR-128*^OE^) were *α-MHC*-tTA; *miR-128*^TetRE^ mice. **b** Masson trichrome staining of Ctrl and *miR-128*^OE^ hearts at day 21 after AR. Scale bars, 0.25 cm (red); 200 µm (black). **c** Evaluation of CM proliferation by EdU incorporation. Scale bars, 50 µm. **d** Quantification of EdU^+^ CMs in P1 hearts at day 21 post AR (*n* = 5 mice, ~250 CMs/heart). **e** Staining of mouse hearts with WGA at day 21 after AR (*n* = 5 mice, ~200 CMs/heart). Scale bars, 25 µm. **f**, **g** Heart function analyzed by echocardiography and quantification of LVDd, LVDs, EF, and FS (*n* = 6) 21 days post AR. Statistical significance was calculated using Student’s *t*-test in **d**, **e**, and **g**. Data are represented as means ± SEM. *P < 0.05

### Deletion of *miR-128* promotes adult cardiac regeneration

To investigate whether loss of *miR-128* in the adult is capable of promoting CM proliferation, cardiac-specific, tamoxifen (TAM) inducible *miR-128* knockout mice were then generated by crossing *α-MHC*^MerCreMer^ mice with *miR-128*^fl/fl^ mice (Fig. 7a). TAM was administered at P21 to induce the *miR-128* knockout at the adult stage. The adult *miR-128* deleted mice were designated iKO, and the knockout was validated by qPCR. The heart weight-to-body ratio (HB/WB) was unchanged in iKO mice. Staining with WAG, however, showed that the size of the iKO CMs was smaller than the control CMs (Fig. 7b–d), suggesting that loss of *miR-128* in the adult heart increases the number of CMs. This increase in CM number following *miR-128* deletion was further confirmed by analysis of EdU incorporation into CMs (Fig. 7e). Furthermore, the total number of adult CMs and percentage of mono-nucleated CMs was significantly increased in iKO hearts 2 weeks after TAM-induced *miR-128* deletion (Fig. 7f, g).

**Fig. 7:**
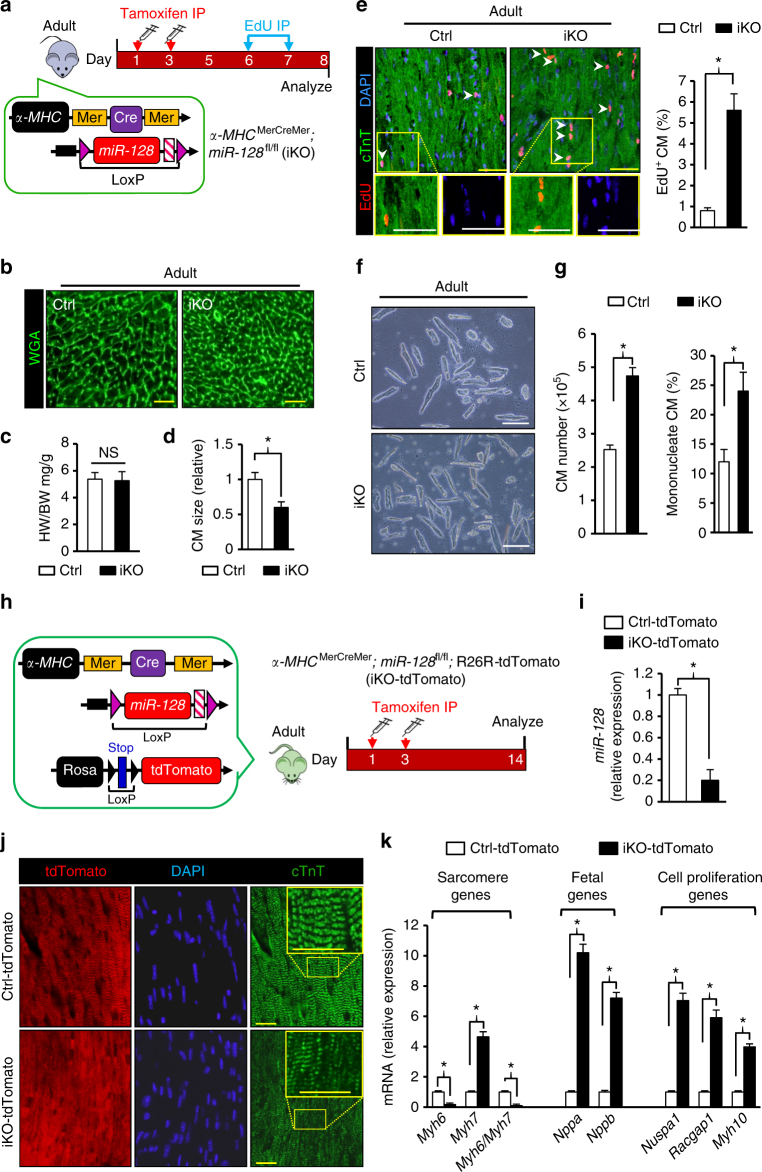
*MiR-128* deletion promotes proliferation of adult CMs. **a** Schematic diagram depicting the protocol of tamoxifen (TAM)-inducible *miR-128* deletion (iKO) in adult hearts (P28). Control (Ctrl) mice were *miR-128*^fl/fl^ mice, and iKO mice were *α-MHC*^MerCreMer^; *miR-128*^fl/fl^ mice. **b** WGA staining in adult control and iKO hearts. Scale bars, 50 µm. **c** Measurement of HW to BW ratio in control and iKO hearts (*n* = 6). **d** Quantification of CM size determined by WGA staining (*n* = 6 mice, ~150 CMs/heart). **e** Evaluation of CM proliferation by EdU incorporation (*n* = 1130 CMs pooled from five mice). Scale bars, 25 µm. **f** Representative images of isolated adult CMs in control and iKO hearts. Scale bars, 100 µm. **g** Comparison of CM number in hearts from control and iKO mice. Approximately 2000 CMs were counted per sample, three independent samples per group. **h** Schematic diagram for the TAM-inducible dual-lineage tracing protocol for the mouse models. Control (Ctrl-tdTomato) mice were *α-MHC*^MerCreMer^; Rosa^tdTomato^. The iKO-tdTomato mice were *αMHC*^MerCreMer^; *miR-128*^fl/fl^; Rosa^tdTomato^. **i** qPCR analysis of *miR-128* expression in Ctrl-tdTomato and iKO-tdTomato hearts (*n* = 5). **j** Analysis of in vivo sarcomere structure of hears from Ctrl-tdTomato and iKO-tdTomato mice by immunofluorescence staining of cTnT (*n* = 5). Scale bars, 10 µm. **k** Expression of sarcomere genes, fetal genes, and genes associated with cell proliferation analyzed by qPCR in adult hearts from Ctrl-tdTomato and iKO-tdTomato mice (*n* = 6). Statistical significance was calculated using Student’s *t*-test in **b**, **d**, **e, g**, **i**, and **k**. Data are represented as means ± SEM. *P < 0.05. NS, not significant

To determine whether cells in the myocardial lineage dedifferentiate following deletion of *miR-128*, a TAM inducible dual-lineage tracing system was generated by crossing *α-MHC*^MerCreMer^ mice with *miR-128*^fl/fl^ mice followed by crossing with Rosa26-tdTomato reporter mice to produce *α-MHC*^MerCreMer^; *miR-128*^fl/+^; R26R-tdTomato mice (designated as iKO-tdTomato) (Fig. 7h). In these transgenic mice, the pre-existing CMs with *miR-128* knockout were labeled red (tdTomato, red fluorescence) following TAM administration. After TAM-induced *miR-128* deletion (Fig. 7i), the *α-MHC* myocardial lineage-positive CMs in iKO-tdTomato mouse displayed a disorganized sarcomere structure and reduced sarcomere-related gene expression compared with control mice (*α-MHC*^MerCreMer^; R26R-tdTomato, designated as Ctrl-tdTomato) (Fig. 7j, k). There was no observable apoptosis in hearts from iKO-tdTomato mice (Supplementary Fig. 9A, B). There was, however, increased expression of genes associated with cell proliferation (*Nuspa1*, *Racgap1* and *Myh10*) and fetal genes associated with negative regulation of CM differentiation (*Nppa* and *Nppb*) in iKO-tdTomato hearts detected by qPCR (Fig. 7k). Importantly, in iKO mice, cardiac morphology remained unchanged and heart functions were normal (Supplementary Fig. 9C, D). These results indicate that deletion of *miR-128* in the adult heart results in dedifferentiation and cell cycle re-entry of CMs, but has no impact on heart function.

To determine whether induction of cardiac proliferation following *miR-128* deletion in adult mice is sufficient to allow adult heart repair following MI, adult iKO mice were subjected to permanent ligation of the left anterior descending (LAD) coronary artery. One day after MI, we administered TAM to delete *miR-128* in CMs (Fig. 8a). Analysis of iKO hearts at day 7 after TAM injection showed that the expression of *miR-128* target SUZ12 was significantly increased, accompanied by downregulation of the p27 and upregulation of Cyclin E and CDK2 (Fig. 8b). Moreover, we observed a significant increase in the number of Aurora B-positive CMs (Fig. 8c), and in EdU positive CMs in the iKO hearts (Fig. 8d, e). These changes were associated with reduced cardiac fibrosis in the iKO hearts (Supplementary Fig. 10B). In addition, analysis of sarcomere structures in iKO hearts revealed robust dedifferentiated cardiac muscle in border areas and remote areas (Fig. 8d). Although it was previously reported that *miR-128* regulates apoptosis by targeting peroxisome proliferator-activated receptor gamma (*Pparg*)^24^, we found no significant differences in either PPARγ expression or apoptosis in iKO hearts when compared to Ctrl hearts at day 7 after TAM injection (Supplementary Fig. 10C, D).

**Fig. 8:**
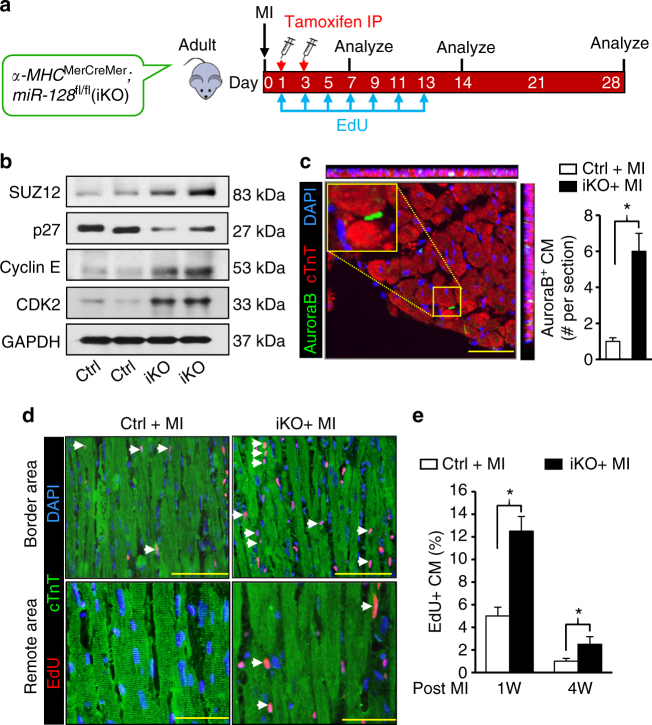
*MiR-128* deletion promotes adult cardiomyocyte proliferation after MI. **a** Schematic of the experimental design for assessing adult (12-weeks-old) cardiac regeneration following MI in TAM-inducible *miR-128* knockout (iKO) mice. Control (Ctrl) mice were *miR-128*^fl/fl^ mice, and iKO mice were *α-MHC*^MerCreMer^; *miR-128*^fl/fl^ mice. **b** Western blot analysis of cell cycle-related gene expression in infarcted hearts at day 7 after TAM administration (*n* = 3). **c** Immunostaining of Aurora B in infarcted hearts at day 14 after TAM administration (*n* = 5 mice, ~400 CMs/heart). Scale bars, 250 pixel. **d** Evaluation of CM proliferation by EdU incorporation assay. Scale bars, 50 µm. **e** Quantification of EdU^+^ CMs in the Ctrl and iKO hearts at 1 week (1 W) and 4 weeks (4 W) post MI (*n* = 5 mice, ~250 CMs/heart). Statistical significance was calculated using Student’s *t*-test in **c**, **e**. Data are represented as means ± SEM. *P < 0.05

In addition to dedifferentiation and enhanced proliferation, iKO hearts showed significantly less fibrosis as compared to Ctrl groups 4 weeks after MI (Fig. 9a, b). Similarly, diminished cardiac function was significantly reversed in iKO mice, as evidenced by increased EF and FS after MI when compared with the Ctrl animals (Fig. 9c, d). Cardiac remodeling was also significantly reversed in iKO mice with reduced LVDd and LVDs (Fig. 9d). Collectively, these data indicate that inhibition of *miR-128* promotes CM proliferation and improves endogenous cardiac regeneration after MI (Fig. 10).

**Fig. 9:**
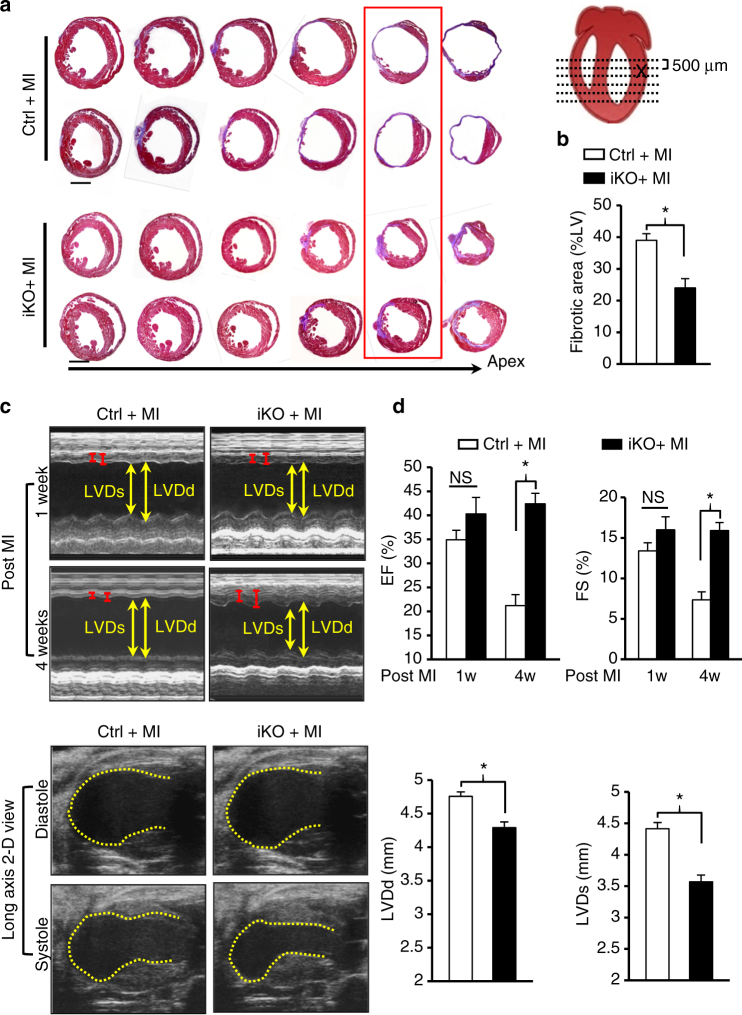
*MiR-128* deletion promotes adult cardiac regeneration after MI. **a** Representative images of Masson trichrome-stained heart section at 28 days after MI. Serial sectioning was performed at 500 µm intervals. The most significant difference between two groups is highlighted by the red box. Scale bars, 1 mm. **b** Measurement of fibrotic areas in heart sections following MI in control and iKO mice analyzed by Masson trichrome staining. (*n* = 8). **c**, **d** Heart function analyzed by echocardiography and quantified by LVDd, LVDs, EF, and FS (*n* = 6). Control (Ctrl) mice were *miR-128*^fl/fl^ mice, iKO mice were *α-MHC*^MerCreMer^; *miR-128*^fl/fl^ mice. Statistical significance was calculated using Student’s *t*-test in **b**, **d**. Data are represented as means ± SEM. *P < 0.05. NS, not significant

**Fig. 10:**
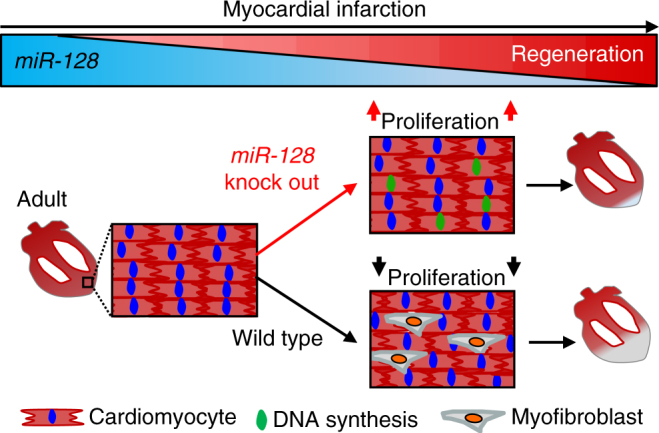
Loss of *miR-128* activates endogenous cardiac regeneration. A schematic diagram proposing that loss of *miR-128* activates cardiac regeneration by promoting cardiomyocyte proliferation, while the necrotic tissue of wild-type heart is replaced by myofibroblasts with fibrous scars in response to MI

## Discussion

The application of direct activation of pre-existing CM proliferation is emerging as one of the most promising strategies in cardiac regenerative medicine^5,25,26^. Dissecting the mechanisms by which adult CMs exit the cell cycle arrest is fundamental for therapeutic manipulation to stimulate endogenous CM proliferation in the adult myocardium. Although several CM cell cycle mediators have been identified^5,25^, manipulation of these genes is insufficient for full recovery of heart function in response to injury. It is, therefore, essential to discover novel therapeutic targets that activate endogenous CM proliferation and recovery of cardiac function after damage.

Involvement of miRNAs has been invoked as one mechanism underlying regulation of cell proliferation. In this report, we propose a model in which inhibition of *miR-128* in vivo promotes cardiac regeneration by activating CM proliferation. We demonstrate that (1) The upregulation of *miR-128* in heart tissue is associated with the cell cycle exit of CMs during postnatal growth. (2) Cardiac-specific overexpression of *miR-128* leads to premature cell cycle arrest and cardiac hypertrophy. (3) *miR-128* regulates several cell cycle-related genes such as *p27* by targeting *Suz12*. (4) Overexpression of *miR-128* inhibits CM proliferation and neonatal heart regeneration. (5) Inhibition of *miR-128* prolongs the postnatal CM proliferation window and enhances the cardiac regenerative capacity of adult heart.

As a neuronal-enriched miRNA^15,27^, *miR-128* is associated with central nervous system development^28,29^ and is downregulated in gliomas^30^. Downregulation of *miR-128* accelerates glioma-initiating neural stem cell proliferation and contributes to the development of gliomas^31^. Recent research has demonstrated the involvement of *miR-128* in cardiac repair of lower vertebrates such as the newt^32^ and showed that *miR-128* inhibitors enhanced the proliferation (hyperplasia) of non-CMs and extracellular matrix deposition but had no effect on CMs, which was contrary to our current finding in mice. The discrepancy is potentially due to the use of different animal models with complex heart cell phenotypes. However, these findings bring important information into the translational study of mammals. In our study, *miR-128* was revealed for the first time to be a negative regulator of the CM cell cycle when using a cardiac lineage-restricted transgenic mouse model. Deletion of *miR-128* prolonged the postnatal CM proliferation window, as evidenced by pronounced sarcomere disassembly and proliferative markers including pH3, Ki67, Aurora B, and EdU. Normal growth of developing heart requires a proper balance between cycling cells and cells that exit the cycle. Disturbance in this balance is associated with hypertrophy^33–35^ that is defined as cell enlargement due to an increase in protein or RNA content without DNA replication or cytokinesis. 

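Genes of the cell cycle and of cardiac growth that the paper names were read from the same 4 libraries of P7 hearts. *Mki67*, which encodes Ki67, fell from 2736 ± 624 normalized counts (SD, n = 2) in Ctrl to 1232 ± 14.5 (SD, n = 2) in *miR-128* OE hearts. Its log2 fold change was −1.15 (standard error 0.13, adjusted p = 0.000388 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Ccne2* had a log2 fold change of −0.98 (standard error 0.30, adjusted p = 0.0322 from the edgeR test), and its adjusted p was 0.0661 with DESeq2. *Cdk2* had a log2 fold change of −0.40 (standard error 0.09, adjusted p = 0.00991 from the edgeR test), and *Nusap1* of −0.64 (standard error 0.14, adjusted p = 0.0083). *Racgap1* had a log2 fold change of −0.47 (adjusted p = 0.0383 from the edgeR test, and 0.0508 with DESeq2). *Myh10* did not differ (log2 fold change −0.012, adjusted p = 0.935 from the edgeR test), and its libraries overlapped between the conditions. The differences of *Ccne1* (log2 fold change 0.28), *Cdkn1b*, which encodes p27 (0.14), and *Aurkb* (−0.31) did not pass the threshold, with adjusted p-values of 0.363, 0.246 and 0.261 from the edgeR test.

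Among cardiac genes, *Nppb* rose from 1043 ± 314 normalized counts (SD, n = 2) to 3194 ± 523 (SD, n = 2), with a log2 fold change of 1.63 (standard error 0.18, adjusted p = 0.000293 from the edgeR test). *Nkx2-5* had a log2 fold change of 1.05 (standard error 0.09, adjusted p = 7.23e-05 from the edgeR test). *Myh6*, whose reads can be shared with its close paralog, had a log2 fold change of 0.33 (adjusted p = 0.0207 from the edgeR test, and 0.0527 with upper-quartile factors). The differences of *Tnnt2* (0.12) and *Gata4* (0.14) did not pass the threshold, with adjusted p-values of 0.317 and 0.261 from the edgeR test. *Nppa* had 34013 and 1943 counts in the Ctrl libraries WH7 and WH8 and 5217 and 12886 in the *miR-128* OE libraries WH9 and WH10, so its spread between replicates exceeded the difference between the conditions (log2 fold change −1.08, standard error 0.78). The paper gives no age for the hearts of its pathway analysis, and these P7 libraries were taken to be the ones it used. The paper draws on the pathways enriched and suppressed in *miR-128* OE hearts, heart weight, CM size, echocardiography, stained heart sections and mutant mice at P28. From these it infers that overexpression of *miR-128* in CMs leads to early exit from the cell cycle, hypertrophy and impaired cardiac homeostasis.

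**Figure D6:**
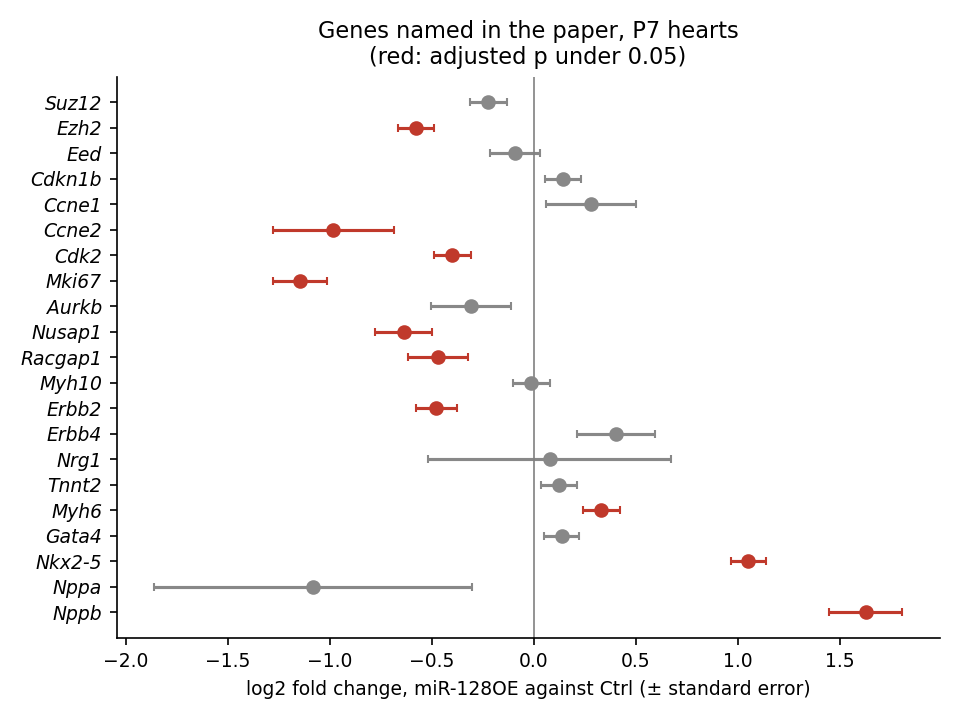
Log2 fold change of genes named in the paper, *miR-128* OE against Ctrl P7 hearts (horizontal axis), with 1 gene per line. Points are edgeR estimates and bars are ± 1 standard error, in red where the adjusted p-value was under 0.05. *Mki67* was lowest at −1.15 and *Nppb* highest at 1.63, and *Nppa* and *Nrg1* had the widest bars.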

RNA-seq revealed that the downstream genes of *miR-128* are involved in pathways of DNA replication, cell cycle, hypertrophic cardiomyopathy, or dilated cardiomyopathy. Transgenic mice overexpressing *miR-128* displayed premature cell cycle exit, cardiac hypertrophy, and cardiac dysfunction. Further analysis is underway to explore the association of *miR-128* activation in pathogenesis of congenital heart disease involving abnormalities of myocardial growth.

Cell cycle exit in CMs is accompanied by downregulation of positive cell cycle regulators and upregulation of CDKIs^36^. Among the target genes regulated by *miR-128*, is *Suz12* whose expression is significantly lower in adult hearts. This finding suggests that *Suz12* plays a primary role in CM cell cycle regulation including neonatal cell cycle withdrawal and the later stages of heart development. This study demonstrated that knockdown of *Suz12* resulted in a reduction of CM proliferation, which is consistent with its function in gene silencing^23,37^ and playing a fundamental role in mouse development^38^. Accompanied with the upregulation of SUZ12 protein, downregulation of negative cell cycle regulators (such as *p27*) and upregulation of downstream positive cell cycle regulators such as Cyclin E and CDK2 were observed in the *miR-128*-deficient heart. *P27*, as a major member of CIP/KIP CDKI family, has been implicated in CM cell cycle arrest^39^ and its deletion promotes CM entry into S-phase^40–42^. *P27* can also negatively modulate the activity of *Cyclin* *E-*dependent kinase^36,43^, a requirement for entry of cells into S-phase^44^. Our data suggest that elimination of *miR-128* might activate cell cycle-related genes, in part through SUZ12-regulated histone modification, thereby promoting CM proliferation. Since SUZ12 is a chromatin-associated protein that is broadly distributed, it is likely that it regulates other genes involved in CM proliferation. Thus, it would be informative to perform ChIP-seq and RNA-seq to systemically identify target genes of SUZ12 to better understand how SUZ12 modulates the activity of EZH2, the enrichment of H3K27me3 and transcriptional output. Recent studies on the role played by the nervous system in endogenous heart regeneration are yielding mechanistic insights. For instance, direct mechanical denervation impairs heart regeneration in mammals, but is restored upon administration of neuregulin-1 (NRG1) and nerve growth factor (NGF). Evidence from studies in zebrafish and mice has revealed that *NRG1-Erbb* signaling is crucial for proper heart formation, CM proliferation, and morphology^45–47^. Interestingly, our RNA-seq data set revealed downregulation of *Erbb2* (NRG1 co-receptor) in *miR-128*^OE^ heart. However, it remains to be determined whether the effects of *miR-128* on cardiac regeneration following injury are mediated in part by its activity in the nervous system. 

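*Erbb2* (Entrez Gene 13866) lies on chromosome 11 of GRCm38 from 98412484 to 98437716. It had 569 and 394 counts in the Ctrl libraries WH7 and WH8 and 406 and 441 in the *miR-128* OE libraries WH9 and WH10. Scaled for library size, these were 539 ± 25.8 normalized counts (SD, n = 2) in Ctrl and 386 ± 22.0 (SD, n = 2) in *miR-128* OE hearts, and both *miR-128* OE libraries were below both Ctrl libraries. The log2 fold change was −0.48 (standard error 0.10, adjusted p = 0.00757 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With each library left out in turn, it stayed between −0.53 and −0.41. Its 3′UTR of 1048 nucleotides carries 0 matches to the *miR-128* seed. For the other receptor, *Erbb4*, the log2 fold change was 0.40 (standard error 0.19, adjusted p = 0.136 from the edgeR test), which did not pass the threshold of 0.05. The ligand gene *Nrg1* had between 4 and 17 counts per library, and a difference was not detectable at this depth (log2 fold change 0.08, standard error 0.60, and −0.02 with total counts only).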

Using a gain-of-function genetic approach in our neonatal cardiac injury model, we found that *miR-128* overexpression inhibited CM proliferation and neonatal heart regeneration. These findings highlight the involvement of *miR-128* in the pathway that arrests CM proliferation and cardiac regeneration after birth. To assess the potential therapeutic benefit of *miR-128* inhibition in MI, we generated a cardiac-specific, tamoxifen-inducible *miR-128* knockout mouse model. The effect of *miR-128* deletion on the cell cycle was evident in adult stages, when adult CMs are fully differentiated and quiescent and their ability to divide is quite limited. Using genetic lineage tracing, our results provide proof-of-concept that pre-existing CMs rather than progenitor cells are, in fact, the target cells that respond to *miR-128* deletion during regeneration after cardiac damage. These adult CMs lacking *miR-128* can be ‘‘rejuvenated’’ to an immature stage that allows them to dedifferentiate and enter a proliferative state, an endogenous program for natural heart regeneration that occurs in the zebrafish and neonatal mice in response to injury^48^. Of particular interest, the changes in cellular capabilities induced by loss of *miR-128* result in increased cellular plasticity that allows significant anatomical and functional capacity upon injury, but does not impair heart function under normal conditions.

In summary, our study demonstrates that we can activate endogenous CM proliferation by targeting *miR-128*, and that this strategy is a potentially valuable approach for inducing myocardial regeneration, and may lead to major therapeutic advances in the treatment of human heart disease.

## Methods

### Laboratory animals

All research protocols conformed to the Guidelines for the Care and Use of Laboratory Animals published by the National Institutes of Health (National Academies Press, eighth edition, 2011). All animal use protocols and methods of euthanasia (pentobarbital overdose followed by thoracotomy) used in this study were approved by the University of Cincinnati Animal Care and Use Committee. An independent review and approval of cell and chemical drug used in this study was conducted by the Institutional Biosafety Committee (IBC). Mice were maintained on a C57BL/6 background and their genotype was determined by PCR from tail DNA. Both male and female mice were randomized in different experiment groups.

### Generation of mice with conditional overexpression of *miR-128*

A construct was engineered for knockin of the *miR-128* (*miR-128-3p*) gene into the Rosa26 locus. Rosa26 genomic DNA fragments (~1.1 kb and ~4.3 kb 5′ and 3′ homology arms, respectively) were amplified from C57BL/6 BAC DNA, cloned into the pBasicLNeoL vector sequentially by in-fusion cloning, and confirmed by sequencing. The *miR-128* gene, under the control of tetO-minimum promoter, was also cloned into the vector between the two homology arms. In addition, the targeting construct also contained a loxP sites flanking the neomycin resistance gene cassette for positive selection and a diphtheria toxin A (DTA) cassette for negative selection. The construct was linearized with ClaI and electroporated into C57BL/6N ES cells. After G418 selection, seven-positive clones were identified from 121 G418-resistant clones by PCR screening. Six-positive clones were expanded and further analyzed by Southern blot analysis, among which four clones were confirmed with correct targeting with single-copy integration. Correctly targeted ES cell clones were injected into blastocysts, and the blastocysts were implanted into pseudo-pregnant mice to generate chimeras by Cyagen Biosciences Inc. Chimeric males were bred with Cre deleted mice from Jackson Laboratories to generate neomycin-free knockin mice. The correct insertion of the *miR-128* cassette and successful removal of the neomycin cassette were confirmed by PCR analysis with the primers listed in Supplementary Table 1.

Mice with doxycycline-inducible CM-specific overexpression of *miR-128* (*miR-128-3p*) were generated by crossing *α-MHC*-tTA (The Jackson Laboratory) mice with *miR-128*^TetRE^ mice, in which tetracycline-responsive transcriptional activator (tTA) expression is under the control of *α-MHC* promoter. Doxycycline (Dox, Harland Laboratories) containing diet was administered to repress transgene expression.

### Generation of mice with a conditional deletion of *miR-128*

A construct was engineered for conditional disruption of the *miR-128* (*miR-128-3p*) gene in which a 1.7 kb fragment spanning the *miR-128* gene was flanked by two loxP sites. The 1.7 kb fragment, the 5.4 kb left homology arm, and the 2.9 kb right homology arm were amplified from C57BL/6 BAC DNA and cloned into the pBasicLFNeoFL vector sequentially by in-fusion cloning and confirmed by sequencing. In addition to conditional knockout (cKO) region and homology arms, the targeting construct also contains Frt sites flanking the neomycin cassette for positive selection and a DTA cassette for negative selection. The construct was linearized with NotI and electroporated into C57BL/6N ES cells. After G418 selection, three-positive clones were identified from 280 G418-resistant clones by PCR screening. The positive clones were expanded and further analyzed by Southern blot. The random integration of extra copies of targeting construct was excluded by hybridization with a neomycin probe. To generate chimeras, ES cell clones were microinjected into blastocysts, and the blastocysts were implanted into pseudo-pregnant foster mice by Cyagen Biosciences Inc. Chimeric males were bred with Flp deleter mice from Jackson Laboratories to generate neomycin-free floxed mice. The correct integration of loxP sites and the successful removal of the neomycin cassette were confirmed by PCR analysis with the primer listed in Supplementary Table 1. Cardiac-specific *miR-128* knockout mice (*miR-128*^−/−^) were generated by crossing *Nkx2.5*^Cre^ (The Jackson Laboratory) mice with *miR-128*^fl/fl^ mice.

Tamoxifen (TAM) inducible CM-specific *miR-128* knockout mice (iKO) were generated by crossing *α-MHC*^MerCreMer^ mice (Tg(*α-MHC*-cre/Esr*)1Jmk/J, The Jackson Laboratory) with *miR-128*^fl/fl^ mice. Induction of Cre recombinase activity was achieved using two doses of tamoxifen (Sigma, 0.25 mg g^−1^ body weight) dissolved in corn oil (Sigma) and administrated intraperitoneally (i.p.) on day 1 and 3.

A dual-lineage tracing system was established to investigate the origin of regenerated CMs. *α-MHC*^MerCreMer^ mice were crossed with Rosa26-tdTomato (R26R-mTmG, The Jackson Laboratory) reporter mice and *miR-128*^fl/fl^ mice to generate iKO-mTmG mice (*α-MHC*^MerCreMer^;*miR-128*^fl/+^;R26R-mTmG) to label *miR-128* null CM with red color following tamoxifen administration. All mice were maintained on a C57BL/6 background.

### RNA-seq and bioinformatics analysis

RNA-seq experiments were performed by the Genomics, Epigenomics and Sequencing Core (GESC) at the University of Cincinnati. To analyze differential gene expression, sequence reads were aligned to the mouse genome (mm10) by using standard Illumina sequence analysis pipeline, which was performed by The Laboratory for Statistical Genomics and Systems Biology at the University of Cincinnati.

The sample processing, sequencing, and data analysis were described in previous publications^49,50^. Sample tissues were homogenized in 0.6 ml lysis/binding buffer from the *mir*Vana miRNA Isolation Kit (Thermo Fisher Scientific, AM1560) using a Bullet Blender Storm homogenizer (MIDSCI). Total RNA extract was performed according to the mirVana protocol, and the RNA was eluted with 100 μl of elution buffer. Quality of RNA was assessed using a 2100 Bioanalyzer (Agilent Technologies).

RNA-seq reads were processed to remove quality reads and then aligned to the mouse reference genome using TopHat2 aligner^51^. Reads aligning to known gene were counted using Bioconductor packages for next-generation sequencing data analysis^52^. The differential expression analysis between *miR-128*^OE^ hearts and control samples was performed using the negative binomial statistical model of read counts as implemented in the edgeR Bioconductor package^53^. The KEGG pathways^54^ and MSigDb gene sets^55^ enrichment analysis was performed using LRpath methodology as implemented in the CLEAN package^56^, and ranked by the enrichment *P*-value. Functional enrichment analysis of the genes that are both downregulated in *miR-128*^OE^ hearts and are predicted targets of *miR-128* is performed using PANTHER enrichment analysis tool^57^.

### Neonatal CM isolation and culture

Neonatal rat CMs were isolated from ventricles of 1-day-old neonatal Sprague–Dawley rats (Harland) using a neonatal CM isolation kit (Worthington Biochemical, LK003300) according to the manufacturer’s instructions. Neonatal mouse CMs were isolated from 1-day-old (P1) C57BL/6 mice with a modified protocol as previously described^58^. Briefly, after washing and mincing the neonatal mouse hearts with PBS (without Ca^2+^, Mg^2+^) supplemented with 20 mM BDM (Sigma-Aldrich), tissue fragments were incubated in the isolation medium (PBS supplemented with 20 mM BDM and 0.0125% trypsin) with gentle agitation 4 °C overnight. Predigested tissue fragments were then transferred into the freshly made digestion medium (1.5 mg ml^−1^, collagenase/dispase mixture, Roche) and incubated for 20 min at 37 °C. The cell suspension was collected and centrifuged to yield the isolated cell pellets. Cells were plated and incubated for 2 h in cell culture incubator. The adherent fibroblast were further cultured and harvested. The non-adherent CMs were re-suspended and cultured in 0.1% gelatin plus with 10 µg ml^−1^ fibronectin (Sigma-Aldrich, F1141) coated slides with 68% Dulbecco's Modified Eagle's Medium (DMEM) high-glucose medium supplemented with 17% M-199, 4% horse serum (Gibco, 26050088), 10% FBS, and 1% penicillin/streptomycin (hereafter referred to as ‘‘complete-medium’’) at 37 °C and 5% CO2. After the cells were allowed to adhere for 24 h, *miR-128* mimic (50 nM, Dharmacon, C-310957-01-0005), *miR-128* inhibitor (50 nM, Dharmacon, IH-310957-02-0005), or siRNA against *Suz12* (50 nM, Dharmacon, L-040180-00-0020) transfection were performed according to the manufacturer’s instructions. After 48 h, cells were harvested for analysis. Control samples were transfected with an equal concentration of negative control mimic, inhibitor or siRNA.

### Adult CM isolation and culture

Adult mouse CMs were isolated from adult C57BL/6 mice with a modified protocol as described^59^. Briefly, the aorta of the excised heart was clamped and mounted on a Langendorf apparatus and perfused with calcium-free perfusion buffer (113 mM NaCl, 4.7 mM KCl, 0.6 mM KH_2_PO_4_, 0.6 mM Na_2_HPO_4_, 1.2 mM MgSO_4_, 10 mM Na-HEPES, 12 mM NaHCO_3_, 10 mM KHCO_3_, 0.032 mM phenol red, 30 mM taurine, 10 mM BDM, and 5.5 mM glucose; pH-7.0.), followed by digestion with 50 ml perfusion buffer containing 15,000 U of type II collagenase (Roche) and 50 μM CaCl_2_. Stop digestion when the heart became slightly pale and flaccid. Then the heart was gently teased into small pieces with forceps, and triturated with a Pasteur pipette to dissociate individual CM. The cell suspension was collected and centrifuged to yield CM pellets. The adult mouse CMs were cultured on laminin (10 µg ml^−1^, Life technologies, 23017015) coated slides with AW medium (Cellutron life technologies, m-8034) with 10% FBS.

### Luciferase reporter assay

The DNA fragment containing 3′ untranlsted regions (3′UTR) was amplified by PCR and cloned into luciferase reporter vector-psiCHECK2 (Promega, C8021). The reporter vector containing mutant 3′UTR was generated using a Site-Directed Mutagenesis Kit (New England Biolabs). HEK-293 cells (ATCC, CRL-1573) were transfected using DharmaFECT Duo reagent (Dharmacon, T-2020-01) according to the manufacturer’s instructions with luciferase reporter vector and *miR-128* mimic (Dharmacon, C-310957-01-0005). Cells were harvested and assayed for luciferase activity using Dual-Glo^TM^ kit (Promega, E2920) 48 h after transfection as previously described^60^. Cell lysates were assayed in a luminometer normalizing firefly to renilla luciferase activity. Data were expressed as percent inhibition relative to control miRNA mimic transfected cells.

### Quantitative real-time PCR (qPCR)

Total RNA was isolated using Trizol reagent (Invitrogen), followed by DNase treatment and purification using RNeasy mini column kit (Qiagen, 74104). Complementary DNA was synthesized using miScript PCR Starter Kit (Qiagen, 218193) according to the manufacture’s instruction. qPCR was performed on a CFX96 Real-Time PCR system (Bio-Rad) using the miScript PCR Starter Kit. The fold changes of each target mRNA expression relative to GAPDH under experimental and control conditions were calculated based on the threshold cycle (CT) as *r* = 2−Δ(ΔCT), where ΔCT = CT(target)−CT(GAPDH) and Δ(ΔCT) = ΔCT(experimental) − ΔCT(control). The primers for qPCR are listed in Supplementary Table 1.

### Chromatin immunoprecipitation-qPCR (ChIP-qPCR) assay

ChIP assay was performed as described previously^61^. Heart tissue was cut into small pieces and crosslinked with PBS with 1% formaldehyde (Thermo Fisher Scientific, 28906) at room temperature for 10 min. Fixation was terminated by addition of 0.125 M (final concentration) glycine (Sigma-Aldrich, 50046) at room temperature for 5 min. Chromatin was isolated by addition of lysis buffer, followed by disruption with a Dounce homogenizer. Lysates were sonicated and sheared into a size range of ~200–500 bp.

An aliquot of chromatin (30 μg) was precleared with Dynabeads Protein G (Life Technologies, 10009D) at 4 ^o^C for 1h. The precleared chromatin was immunoprecipitated using antibodies as follows: SUZ12 (D39F6) (Cell Signaling Technology, 3737, 1:100), EZH2 (D2C9) (Cell Signaling Technology, 5246, 1:100) and H3K27me3 (C36B11) (Cell Signaling Technology, 9733, 1:50). Chromatin were decrosslinked by incubation with proteinase K at 65 °C for overnight, and ChIPed DNA was purified by MinElute kit (Qiagen, 28004). Genomic DNA (Input) was prepared from an aliquot of precleared chromatin by decrosslinking and purification. The resulting DNA was quantified on a Qubit spectrophotometer.

### Western blot analysis

Cells were lysed with ice-cold cell lysis buffer plus protease inhibitor (Sigma-Aldrich, P8340). Protein samples (40 µg) were mixed and resolved in 4 × SDS/PAGE sample buffer and boiled for 15 min before loading onto 10% polyacrylamide gels (Bio-Rad). The electrophoresed proteins were transferred from the gel to nitrocellulose membranes (Bio-Rad). Equal loading and transfer of proteins was confirmed by quantitative Ponceau red staining. Membranes were incubated for 60 min with 5% dry milk and Tris-buffered saline to block nonspecific binding sites. Membranes were immunoblotted overnight at 4 °C with antibodies against Cyclin E (M-20) (Santa Cruz, SC-481, 1:500), SUZ12 (D39F6) (Cell Signaling Technology, 3737, 1:1000), CDK2 (72B2) (Cell Signaling Technology, 2546, 1:1000), p27 (D69C12) (Cell Signaling Technology, 3686, 1:1000), PPARγ (81B8) (Cell Signaling Technology, 2443, 1:1000), and GAPDH (Sigma-Aldrich, G9545, 1:5000) on a rocking platform. After washing three times for 5-min with Tris-buffered saline, the membranes were incubated for 60 min with HRP-conjugated secondary antibody, washed three times with Tris-buffered saline, and developed with the ECL plus kit (Thermo Scientific). Uncropped immunoblotting images are presented in Supplementary Fig. 11.

### Neonatal mouse apex resection

Apex resection (AR) was performed on neonatal mice on postnatal day 1 (P1) as described^62^. All the neonatal mice were anesthetized by hypothermia (on ice for 3–5 min) placing gauze below the pups. Steady pressure on the abdomen was applied to exteriorize the heart when the heart was exposed through a left thoracotomy incision. Then, the ventricular apex was resected using several incisions until the anatomical landmark of the chamber was exposed. The hearts were harvested at 6 h, 24 h, 3 days, 7 days, 14 days, and 21 days post AR. Sham-operated mouse groups (control) underwent chest opening without AR.

### Myocardial infarction (MI)

An MI model was developed in female mice, as previously described^61^. Briefly, mice (8–10 weeks old) were anesthetized by spontaneous inhalation and maintained under general anesthesia with 1–2% isoflurane. Animals were mechanically ventilated using a rodent ventilator (Harvard Apparatus) connected to an endotracheal tube. The heart was exposed by a left side limited thoracotomy and the LAD was ligated with a 6-0 polyester suture 1 mm from the apex of the normally positioned left auricle.

### Echocardiography

Transthoracic echocardiography (Visual Sonics Vevo 2100) was performed with a 40-MHz probe. Hearts were imaged in 2D long-axis view at the level of the greatest LV diameter in animals under light general anesthesia. This view was used to position the M-mode cursor perpendicular to the LV anterior and posterior walls. LV end-diastolic (LVDd) and end-systolic diameters (LVDs) were measured from M-mode recordings. LV EF was calculated as: EF% = [(LVDd)^3^-(LVDs)^3^/(LVDd)^3^ × 100]. LV FS was determined as: FS% = [(LVDd–LVDs)/LVDd × 100]. All measurements were performed according to the American Society for Echocardiography leading-edge technique standards, and were averaged over three consecutive cardiac cycles.

### EdU pulse-chase experiment

For EdU (5-ethynyl-2′-deoxyuridine, Life technology) labeling experiments in vivo, animals were injected intraperitoneally (i.p.) at 200 µg g^−1^ body weight. EdU staining was performed with Click-iT EdU Imaging kit (Thermo Fisher Scientific, C10337) according to the manufacturer’s instructions.

### Systemic delivery of siRNA in vivo

SiRNA (Dharmacon) against *Suz12* (si-*Suz12*, L-040180-00-0020) and siRNA control (si-Ctrl, D-001810-01-05) were formulated with MaxSuppressor™ In Vivo RNA-LANCEr II (Bioo Scientific, 3410-01) according to the manufacturer’s instructions. The mice were injected i.p. at 2 µg g^−1^ body weight with si-*Suz12* or si-Ctrl at P1, P3, P5, and hearts were harvested at P7.

### Analysis of left ventricular (LV) fibrotic area

Masson’s trichrome staining was performed to quantify fibrosis area in the left ventricle post injury. An Olympus BX41 microscope equipped with CCD (Magna-Fire TM) camera captured LV area images on each slide. LV fibrosis area and total LV area of each image were measured using the Image J and fibrosis area was reported as a percentage of the total LV area.

### Immunohistochemistry assay

After deparaffinization and microwaving antigen retrieval in citric acid buffer, heart sections were incubated for 1 h at 37 °C or overnight at 4 °C with the following antibodies: Anti-cTnT antibody (13-11) (Thermo Fisher Scientific, MS-295-P1, 1:100) was used to identify CM. Anti-Ki67 (Abcam, ab15580, 1:200), anti-EdU (Life technology, C10637, 1:500), anti-phosphorylated-histone 3 (Ser10) (pH3, Millipore, 06-570, 1:100), and Aurora B (35C1) (Sigma-Aldrich, A2606, 1:100) antibodies were used to analyze cell cycle activity, DNA synthesis, karyokinesis, and cytokinesis respectively. After triple washing in PBS, slides were incubated for 45 min at 37 °C with fluorescence conjugated second antibodies (Jackson Immuno Research). For WGA staining, slides were incubated for 30 min at 37 °C with primary antibody conjugated to Alexa Fluo 488 (Thermo Fisher Scientific, W11261, 1:500) in PBS. To quantify apoptotic CMs, additional mouse hearts were subjected to TUNEL (Promega) and cTnT (Thermo Fisher Scientific, MS-295-P1, 1:100) staining according to the manufacturer’s instructions. To quantify CM proliferation, cells were stained with Ki67 and pH3. DAPI was used for nuclear counterstaining. Four fields of each section were examined for quantification. Fluorescent imaging was performed with an Olympus BX41 microscope equipped with an epifluorescence attachment.

### Statistical analysis

Results were statistically analyzed with the use of the StatView 5.0 software package (Abacus Concepts Inc., Berkeley, CA). All values are expressed as means ± SEM. Student’s *t*-test was applied appropriately for comparison between two treatment groups. One-way ANOVA (using the post-hoc Bonferroni/Dunn test) was performed for comparisons of multiple groups in each of the specific experimental designs presented in the figures.

### Data availability

All of the raw sequencing data from this study have been submitted to the NCBI GEO (Accession code: GSE107684).

All other supporting data from this study are available from the article and Supplementary Information files, or from the corresponding author upon reasonable request.

## Electronic supplementary material

Supplementary Information

Peer Review File

How the deposited data were processed for this re-analysis (not part of the article)

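RNA-seq of mouse hearts at P7 was analyzed, with 2 libraries of Ctrl hearts (WH7 and WH8) and 2 of *miR-128* OE hearts (WH9 and WH10). The authors removed low-quality reads, aligned the rest to mm10 with TopHat2 and counted the reads on known genes with Bioconductor packages, and they deposited the raw counts per gene and library. The paper's text does not name the gene models, the handling of strand or the rule for reads that fit several genes, so genes that overlap, lie antisense or have near-identical copies are uncertain. Library totals ranged from 8096870 to 14359838 counts, and 3 counts were taken as the detection floor. Floors cover counting error only, since reads from PCR without molecular identifiers are not independent molecules.

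From these counts, edgeR 4.0.16 in R 4.3.3 was used with filterByExpr defaults, TMM factors and the quasi-likelihood test, after the paper's methods, which name edgeR's negative binomial model. A standard error is the log2 fold change divided by the square root of the F statistic. P-values were adjusted by the Benjamini-Hochberg method over 14266 genes, with a threshold of 0.05. The prior degrees of freedom of the fit were 7.44. Normalized counts are TMM-scaled counts at the mean effective library size. Counts were simulated for 14266 genes, of which 200 were changed, drawn only from genes above a minimum mean count. The test recovered 87% of genes changed by 1 on the log2 scale and 100% of those changed by 2. Of its calls, 5.08% were false. Recovery of changed genes with few counts was not tested. The table pairs counts with Entrez Gene identifiers, and 24374 of 24454 of these were matched to a symbol in GENCODE M21 of GRCm38 or in the gene name table.

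Gene sets were scored with a signed logistic regression after LRpath, which the paper names, over 7 sets. Reactome mouse sets from fgsea 1.28.0 and symbol lists took the place of KEGG and MSigDB sets, which were not used here. On simulated counts, 2.5% of 200 unchanged random sets of 100 genes had a p-value under 0.05 in the regression. The genes were simulated as independent, so this check could not show an effect of correlation between genes. Log2 CPM values for sets used a prior count of 2. Seed sites of *miR-128* were matched in 3′UTRs, with Fisher's exact test for their share and other 7-mers for the shift of fold changes. Lists of cell type markers were placed among 10000 random lists matched on mean expression in 50 bins.

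Genes are named by a rule. They are the genes that the paper names, the 5 higher and 5 lower genes with the largest changes among those past the threshold, with an average log2 CPM of at least 1 and no overlap between conditions, and the 3 members with the smallest p-value in each set. Some genes under this rule are not reported here. Other named genes are said to be chosen after their values were seen. The alternatives were the exact, likelihood ratio and DESeq2 1.42.0 tests, other size factors, filters and thresholds, the camera and fry tests of limma 3.58.1, other site definitions, and each library left out. An offset for GC content and length (loess, span 0.5), autosomal genes alone, and total counts for the site test were added after the data were seen. Python 3.11.15 with scipy 1.17.1 was used for sites and summaries. RNA-seq of hearts at P1 and P28, the PANTHER categories and the list of genes changed by *Suz12* siRNA were not analysed here.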

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

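In this part, the tests of library size, of the most abundant genes and of the spacing of changed genes were set before their results were seen, and all other tests were chosen only after the result was seen.

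Sex-linked genes, which the paper does not discuss, separated the conditions, and the Y-linked genes were above the Ctrl level. The log2 fold change in *miR-128* OE against Ctrl hearts was 7.02 for *Ddx3y*, 8.22 for *Eif2s3y* and 6.97 for *Kdm5d*, and *Uty* was at least 58.9-fold higher. *Xist* had a log2 fold change of −7.16. Both Ctrl libraries thus had the pattern of female hearts and both *miR-128* OE libraries that of male hearts, whereas the paper's methods state that both sexes were randomized. The number of conditions whose libraries differed in sex was 0 of 2, so autosomal effects of sex cannot be told apart from the condition for any result here. The genes on sex chromosomes themselves are few. With autosomal genes only, 4317 genes were called in place of 4490, of which 4245 were among the same 4490 genes.

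The 4490 genes called between the conditions were weighed against technical explanations. With all libraries thinned to the smallest total, 4148 genes were called. Without 13 genes that were among the 10 most abundant in a library, 4528 were called. With the offset for GC content and length, 4398 were called, of which 3982 were among the same genes. Neither thinning nor the offset moved the count by 1.5 times, a measure that does not show whether single genes kept their call. As TMM already trims extreme genes, removing the most abundant ones could hardly have moved the count and decides nothing. Of the 3 splits of the 4 libraries into pairs, 1 (the real one) gave as many genes, and the other splits gave 0 and 0 genes, with 28 and 57 at an unadjusted p under 0.05. With 3 splits the share cannot fall under 0.05, and the other splits mix the conditions within a pair, which widens their spread, so this comparison could not decide whether chance plays a part.

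A difference in genetic background between the mice is a further explanation. *Nnt* had 2488 and 2142 counts in Ctrl and 6086 and 6237 in *miR-128* OE libraries. *Ifi202b* had 0 and 0 counts against 23 and 39, and *Mndal*, its neighbor on chromosome 1, had 515 and 291 against 34 and 53. Reads of both can be shared with family members, and *Nnt* and *Ifi202b* were chosen after their values were seen. If segments of another strain were the cause, genes changed more than 4-fold would lie within 1 Mb of one another more often than in all but 2.5% of shuffles of the gene positions. Of 123 such autosomal genes, 32 did. The median over 2000 shuffles was 22, and the bound was 33, so the bound was not reached, while only 4.25% of shuffles gave as many. The test leaves this explanation open, and neighbors of 1 gene family could also raise the number. The difference between the conditions may therefore hold parts that come from sex or genetic background as well as from *miR-128*.

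Immediate-early genes, which cells induce soon after a stimulus, were higher in *miR-128* OE hearts. A list of 25 such genes, written after some were seen among the largest changes, had a median log2 fold change of 1.09, at percentile 100 of 10000 random lists matched on expression. *Fos* had 76 and 47 counts in Ctrl and 605 and 706 in *miR-128* OE libraries, and *Egr1* had 548 and 271 against 2648 and 3196. Both were chosen after their values were seen. Time or handling between death and freezing may raise these genes, and so may stress of the *miR-128* OE heart. As the list was drawn from the pattern, its percentile shows only its size, and the 2 explanations cannot be told apart without collection records.

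The brown fat list had a median log2 fold change of 0.80 over 6 tested genes, at percentile 99.9 of random lists. *Ucp1*, chosen after its values were seen, had 56 and 3 counts in Ctrl and 253 and 189 in *miR-128* OE libraries. Adipose tissue left on the heart is a candidate source. If brown fat RNA also raised the oxidative phosphorylation genes, they would be higher in Ctrl library WH7, which has more *Ucp1*, than in WH8. Their median log2 difference was −0.085. The whole brown fat list differed by 0.0085 between these libraries, at percentile 56.1, so the contrast was too small to decide, and brown fat RNA remains open as a contribution.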

How the results depend on the processing

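In this part, the offset for GC content and length, autosomal genes alone and total counts for the site test were chosen only after the results were seen. All other alternatives, with the gene sets and the main settings, were fixed before the data were examined. No paired analysis was possible because the libraries of the conditions share no replicate numbers. With 1 library left out, 1 library remained in an arm, so only values are given for those fits. A symbol list for the metabolism sets was not run, since none had been written.

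The numbers of genes called stayed within 1.5 times under the exact and likelihood ratio tests, the other size factors and filters, and the adjusted p under 0.1 and unadjusted p under 0.05. The exceptions were DESeq2, with 1410 lower genes against 2143, and the added requirement of at least 1.5-fold, with 935 higher and 1187 lower genes. Of 3124 genes called by DESeq2, 3111 were also called by edgeR's quasi-likelihood test. With total counts 1611 genes were higher and 2948 lower, so that 35.3% of the called genes were higher in place of 52.3%. That scaling moved the median of all genes by about 0.1 on the log2 scale, from −0.014 to −0.114, and changes under that scaling are relative to this shift.

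*Erbb2* kept its direction and side of the threshold under all 8 tests, with log2 fold changes from −0.58 to −0.47 and adjusted p-values from 0.00055 to 0.0176. *Suz12* passed the threshold with upper-quartile factors (log2 fold change −0.27, adjusted p = 0.0431 from edgeR) and with total counts (−0.32, adjusted p = 0.0214 from edgeR), while its adjusted p-values ranged from 0.0214 to 0.255 over the 8 alternatives. Both scalings also moved the median of all genes in that direction, so these passes are not evidence about *Suz12* alone. With a library left out, *Suz12* ranged from −0.30 to −0.15 and *Erbb2* from −0.53 to −0.41. For the 51 other tested genes that the naming rule gave, 394 of the alternative tests gave the same call, 3 lost it, 1 gained it and 2 changed sign. The sign changes were *Arpp21* (log2 fold change −0.011) and *Nrg1* (−0.0205), both with total counts only, and both genes are near the low end of the counts, which limits them. The gain among them was *Nppa* without the filter on low counts. There the prior degrees of freedom were infinite, so that edgeR gave all genes of a level the same spread, which cannot hold for *Nppa*. Of the genes chosen after their values were seen, *Ucp1* (adjusted p = 0.129) and *E2f3* (0.0529) lost their call with DESeq2, and *Myl7* and *Sln* gained one without that filter (0.00147 and 0.040 from edgeR), against maxima of 0.884 and 0.917 over their alternatives. With a library left out, 175 values of these genes moved by less than the replicate spread and 29 moved by more.

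With limma's camera test and an estimated correlation, the adjusted p was 0.257 for the cell cycle, oxidative phosphorylation, both metabolism and both cardiomyopathy sets, none of which then passed. This includes sets whose estimated correlation was near 0, at −0.011 for the cardiomyopathy list, so this form of camera does not decide on these calls. The cell cycle set also fell short with limma's fry test, at 0.057. Under their other alternatives these 6 sets kept direction and call, with adjusted p-values from 5.87e-54 to 0.0211. DNA replication had no direction to keep, with an adjusted p of 0.964 from the regression. Its sign turned to lower with camera at a correlation of 0.01 (0.842) and estimated (0.806), with the exact test (0.441), total counts (0.721), a CPM of at least 1 (0.961) and the offset (0.216), and it was lower past the threshold only with the symbol list (8.22e-07). It stayed higher with autosomal genes alone (0.85), and with fry it passed at 0.0348 toward a higher level. The Reactome set had 30 higher genes and the symbol list had 0, so those genes lie outside the list. The proteasome gene *Psmb7* is among them. What the other higher genes share was not tested.

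Across the 4 fits that each left out a library, the median log2 fold change of cell cycle ranged from −0.17 to −0.10. It ranged from −0.0012 to 0.034 for DNA replication and from 0.56 to 0.64 for oxidative phosphorylation. The range was 0.55 to 0.67 for the TCA cycle set and 0.57 to 0.76 for fatty acid oxidation. For the cardiomyopathy list it was 0.18 to 0.22, above the main value of 0.16. For striated muscle contraction it was 0.22 to 0.36, with the highest value without Ctrl library WH7.

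The excess of seed sites among lower genes depended on several choices. The odds ratio of 1.12 lost significance with 8mer sites only (1.19), 7mer-m8 or 8mer sites (1.10), a CPM of at least 1 (1.11), DESeq2 (1.06), an unadjusted p under 0.05 (1.09) and an adjusted p under 0.1 (1.09). It held with any annotated transcript (1.13), with total counts (1.13) and with autosomal genes alone (1.14). It turned to 0.944 with the offset for GC content and length. Under that offset the shift of genes with a site was 0.030, while the other 7-mers moved with it, and the sites lay at percentile 25.6 of them. The cause was not tested. The depth limited *Nrg1*, where a change was not detectable. *Mir128-1* and *Mir128-2* were too low to test, and the cause was not tested.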

Differences from the paper's values

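The paper reports 87 genes that were lower in *miR-128* OE hearts and carried a predicted *miR-128* site in the 3′UTR. By seed matches, 655 were found here. The paper crossed its lower genes with predicted targets, whereas seed matches alone were counted here. Its text names no threshold for lower genes, so the counts are unlike measures. None of the alternatives that were set before the data were examined and run for this count closed the gap. The exact and likelihood ratio tests, upper-quartile factors and the added requirement of at least 1.5-fold were not run for it. The nearest was 8mer sites only, with 137 genes, followed by DESeq2 with 422 and 7mer-m8 or 8mer sites with 480. The others gave 660 (a CPM of at least 1), 694 (any annotated transcript), 853 (an adjusted p under 0.1) and 904 (an unadjusted p under 0.05).

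The paper states that the DNA replication pathway was suppressed in *miR-128* OE hearts. With the Reactome set the LRpath-type regression gave an adjusted p of 0.964 and a median log2 fold change of 0.01. Among the alternatives it was called lower with the symbol list, with 0 higher and 16 lower genes of 35 (adjusted p = 8.22e-07 from the regression). With limma's fry test the Reactome set was called higher (adjusted p = 0.0348), and over the other alternatives the adjusted p ranged from 0.216 to 0.961. Of 859 Reactome sets scored in the same way, the narrower sets for activation of the pre-replicative complex (0 higher and 14 lower genes of 29, adjusted p = 9.15e-06 from the regression) and for DNA strand elongation (0 higher and 13 lower of 32, adjusted p = 2.29e-05) were called lower. Both were chosen after their values were seen.

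The paper states that the cell cycle pathway was suppressed, and the regression gave the same direction past the threshold. Its call was lost with limma's camera test with an estimated correlation (adjusted p = 0.257) and with fry (0.057), and the calls of the enriched pathways were lost with that camera test alone. The shared value of that camera test comes from the Benjamini-Hochberg adjustment, and none of these sets passed it.

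Fig. 4a of the paper, read by eye, shows a mouse sequence of 23 nucleotides, UGCCUACUGGAAAUGCACUGUGG, as the target site in the *Suz12* 3′UTR. The matches below rest on that reading, which should be checked against the figure. As DNA, TGCCTACTGGAAATGCACTGTGG, it was in none of the 6 *Suz12* transcripts of GENCODE M21. Among all 141767 transcripts searched, only transcripts of *E2f3* held it, on chromosome 13 of GRCm38 from 29907865 to 29907887, minus strand, exon 7, at position 2016 of a 3′UTR of 3328 nucleotides. The *Suz12* 3′UTR of GRCm38 holds 3 other seed matches.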

Other observations

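In this part, the tests of the explanations were chosen only after the result was seen, while the cell type lists and the test of each gene were not.

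The oxidative phosphorylation genes were higher in *miR-128* OE hearts. With the offset for GC content and length, the difference between their median log2 fold change and that of the other genes was 0.503, against 0.587 without it, so this bias is not the whole of it. A larger share of CM RNA is a candidate explanation. The cardiomyocyte list had a median log2 fold change of 0.37, at percentile 88.3 of random lists, which is neither in the highest 2.5% nor near the middle, so the list does not decide. The cardiac fibroblast list was raised as much (0.30, percentile 89.4), and *Tnnt2* had a log2 fold change of 0.12, and both go against a larger share of CM RNA. Other values go with it. The endothelial (−0.06, percentile 9.65), macrophage (−0.12, percentile 35.8) and epicardial (−0.62, percentile 0.94) lists were lower. The cardiac genes *Nkx2-5* (1.05) and *Myh6* (0.33) were higher. The smooth muscle and pericyte list lay near the middle (0.11, percentile 51.3). This explanation is therefore left open. As sex coincides with the condition and genetic background is left open, a biological cause is not shown.

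*Nppa* differed between the Ctrl libraries, with 34013 counts in WH7 and 1943 in WH8. A different share of atrial tissue is a candidate explanation. The other 8 atrial genes of a list written with the gene sets had a median log2 difference of 2.19 between WH7 and WH8, at percentile 100 of 10000 random lists. Among them, *Myl7* had 25088 and 2341 counts and *Sln* had 2622 and 201, both chosen after their values were seen. The *miR-128* OE libraries WH9 and WH10 had 10539 and 12265 counts of *Myl7*. This is in line with more atrial tissue in WH7 than in WH8, as a hypothesis from a single pair of libraries, and no biological explanation was tested.

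Genes with a *miR-128* seed site were not shifted as a group, with a difference of −0.015 in median log2 fold change. Too little precision would be an explanation. A shift of −0.1 planted on shuffled fold changes of 13463 genes fell at percentile 0 of the other 7-mers, the lowest possible. As a uniform shift of that size lies outside the range of the other 7-mers from the start, this does not decide, and a smaller shift, or one in CMs diluted by other cells, could not be excluded.

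The epicardial list had a median log2 fold change of −0.62 over 7 genes, at percentile 0.94 of random lists, and −0.73 with total counts only. Of 9 cell type lists, this and the brown fat list lay in the lowest or highest 2.5%. *Gapdh*, used by the paper as the reference gene of its quantitative PCR, had a log2 fold change of 0.87 (standard error 0.09, adjusted p = 0.000234 from edgeR), with reads that its pseudogenes can share. *R3hdm1*, the host gene of *Mir128-1*, had a log2 fold change of −0.74 (standard error 0.12, adjusted p = 0.00155 from edgeR). *E2f3*, chosen after its values were seen, had a log2 fold change of 0.46 (standard error 0.12, adjusted p = 0.0159 from edgeR, with 0.00277 to 0.0529 over the alternatives) and 3 seed matches. *Pparg* had a log2 fold change of 0.26 (standard error 0.17, adjusted p = 0.264 from edgeR).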
